# OakRootRNADB—a consolidated RNA-seq database for coding and noncoding RNA in roots of pedunculate oak (*Quercus robur*)

**DOI:** 10.1093/database/baac097

**Published:** 2022-11-17

**Authors:** Paulina Kościelniak, Paulina Glazińska, Marcin Zadworny

## Abstract

The degree to which roots elongate is determined by the expression of genes that regulate root growth in each developmental zone of a root. Most studies have, however, focused on the molecular factors that regulate primary root growth in annual plants. In contrast, the relationship between gene expression and a specific pattern of taproot development and growth in trees is poorly understood. However, the presence of a deeply located taproot, with branching lateral roots, can especially mitigate the effect of insufficient water availability in long-lived trees, such as pedunculated oak. In the present article, we integrated the ribonucleic acid (RNA) sequencing data on roots of oak trees into a single comprehensive database, named OakRootRNADB that contains information on both coding and noncoding RNAs. The sequences in the database also enclose information pertaining to transcription factors, transcriptional regulators and chromatin regulators, as well as a prediction of the cellular localization of a transcript. OakRootRNADB has a user-friendly interface and functional tools that increase access to genomic information. Integrated knowledge of molecular patterns of expression, specifically occurring within and between root zones and within root types, can elucidate the molecular mechanisms regulating taproot growth and enhanced root soil exploration.

**Database URL** https://oakrootrnadb.idpan.poznan.pl/

## Introduction

Several adaptations are required to optimize root architecture to efficiently acquire water from either deep or shallow soil layers. This is especially true for long-lived *Quercus robur* in order to overcome water deficit challenges (1). The ability to develop a root system that enables foraging for water from deep soil layers that have higher water content for much longer periods of time than shallow, subsurface layers of the soil, is crucial to the survival of some long-lived tree species (2–7). This adaptation is of particular importance given increasing frequency of insufficient precipitation and long-lasting, extending cycles of drought (5, 9). The development of long taproots that enhance water acquisition and supply it to above-ground organs requires endogenous mechanisms that regulate root growth toward deep soil layers with high water content (10, 11). Mechanisms directing root growth toward wet soil layers include (i) taproot apical zone molecular pathways driving the ability of root tips to grow deeper and (ii) a molecular network coordinating root tip growth in response to moisture deficit and growth in the elongation zone to optimize water uptake.

The ability of roots to grow deeper beginning at the early stages of tree growth is determined by molecular drivers that coordinate and mediate root growth through long-distance signaling (12). Some of these factors include genes that control plant growth at every stage of tree development, as well as factors that control the transcription and translation of these genes, such as transcription factors (TFs) and noncoding ribonucleic acids (ncRNAs), in response to a variety of molecular and environmental signals (13, 14). Although ncRNAs are nonprotein coding molecules, they play a significant role in controlling root system architecture by regulating transcription, alternative splicing, microRNA (miRNA) activity, transcript stability and the translation of messenger RNA (15). Identifying root-related coding and ncRNAs and their function is crucial to elucidating regulatory mechanisms controlling deep taproot growth, as well as root system architecture overall, which not only determines root water absorption ability but also the pattern of root growth in response to root injury.

Taproots can be lost at early as well as at late developmental stages of a root system, as a result of biotic and abiotic stresses, as well as commonly used management procedures in container nurseries that injure taproots. Oaks deprived of taproots are more susceptible to water deficit, as they have a decreased ability to uptake water from deep soil layers (4, 5). The ability of containerized seedlings to foster the growth of fine roots to deeper soil layers and reconstitute taproot growth in a significant fraction of seedlings (5, 16, 17) suggests the capacity to restore taproot growth. Determining the factors that regulate taproot growth and enable regrowth of a taproot in container seedlings after they are planted in the field can provide a mechanistic understanding of the effect of nursery management practices on seedling growth and its potential impact on subsequently managed forest stands.

Despite the relatively good understanding of the processes regulating root growth in short-living annual plants, the same level of understanding of these processes in long-lived woody plants that have to face numerous episodes of drought during their lifespan and depend more heavily on deeply located water sources remains to be investigated or explored. Understanding the groups of genes and the factors regulating their expression used by oak trees to maintain taproot growth for many years requires the identification of root zone-specific gene expression that enables the maintenance and cessation of root growth when needed. The ability to access whole records of the global expression of coding sequence (CDS) and non-CDS expressed during root growth, rather than just bits of information, would help to identify and assess the role of signaling network–mediated taproot growth strategies, including the coordination that exists between root tip sensing and root elongation. This ability now exists due to the development of high-throughput sequencing technologies, such as next-generation sequencing, and the deposition of the acquired sequence data in publicly available databases, especially that a whole genome sequence for *Q. robur* is currently available on the Quercus Portal platform (https://quercusportal.pierroton.inra.fr/). This allows for more accurate transcript assembly and expression testing.

Existing databases for plant species typically contain information for only one type of RNA, coding or noncoding (12, 18). The QuercusMap database contains single tree genotypic and phenotypic data of offspring belonging to oak mapping pedigrees. The genotypic data comprise various markers (Amplified Fragment Length Polymorphism, Random Amplified Polymorphic DNA, Single - sequence repeats, Single Nucleotide Polymorphisms and Polymerase Chain Reaction - Restriction Fragment Length Polymorphism) traditionally used for mapping purposes (http://mapedigree.pierroton.inra.fr/qmap/). Another oak database CMAP contains genetic map data on oak pedigrees, and Quantitative Trait Loci positions for a variety of traits assessed in field tests (https://arachne.pierroton.inra.fr/cgi-bin/cmap), with limited specific information about genes or a group of genes regulating the traits. Another database expressed sequence tag (EST) contains files for three sets of unigenes constructed for the *Quercus* data related to oak pedigrees. This database also contains three versions (called Oakcontig). Version 1 (OCV1) (http://genotoul-contigbrowser.toulouse.inra.fr) contains a comprehensive collection of ESTs from oaks (19). The advanced version (OCV2) is a reference library that catalogs differential gene expression in *Q. robur* during controlled biotic interactions and is primarily used for quantitative transcriptomic profiling of oak roots in ectomycorrhizal symbiosis (20). OCV3 contains a *de novo* assembly of the oak transcriptome, focused on the molecular mechanisms involved in dormancy release in buds (21). The TreePop database contains passport, phenotypic and genotypic data of individual oaks within a single population, Instensive Study Plot or Instensive Study Sites (https://treepop.pierroton.inra.fr/). Unfortunately, there is a limited opportunity when using this database to determine the genes involved in the development of oak roots. Another database Oak provenance contains passport data and phenotypic assessments of *Quercus petraea* and *Q. robur* provenances and provenance tests established in Europe (https://oakprovenances.pierroton.inrae.fr/). Another available reference is the GD^2^ database, which contains genetic and georeferenced passport data of different genetic units in natural populations (http://gd2.pierroton.inra.fr/). This is a georeferenced database, however, less convenient as a good gene identification tool. The SSR database containing deoxyribonucleic acid (DNA) sequences of microsatellite motifs and primer DNA sequences, as well as information on candidate genes and their single nucleotide polymorphisms, is very useful (http://ssrdatabase.pierroton.inra.fr/home). One of the most interesting databases is CorkOakDB released in 2018 by the GENOSUBER consortium that contains the first draft genome of *Quercus suber* and allows genome browsing and gene searches (22). The portal (https://corkoakdb.org/) provides the ability to search and explore curated genomic and transcriptomic data on *Q. suber* but only has limited use for obtaining information pertaining to primary root growth (23). Raw data deposited in publicly accessible databases often require specialized data processing software, as well as programming skills and computers with high processing power, which can significantly limit their utility. These limitations highlight the need to create databases containing data that are available to the user in a simple, direct and easy-to-understand manner. Therefore, we endeavored to create a database and user-friendly interface that provides the ability to conduct a detailed analysis of the available data, as well as a comprehensive examination of genes, transcripts, proteins and miRNAs both separately and in the context of an interrelated network.

The objective of the *Q. robur* oak root database (OakRootRNADB) was to integrate RNA sequencing (RNA-seq) data for genes, transcript RNA sequences encoding oak proteins, and long ncRNA (lncRNA) and miRNAs (based on pre-miRNAs). In addition to protein-encoding transcripts, OakRootRNADB contains information about known and new miRNAs, as well as lncRNAs. It provides a user-friendly interface that allows one to browse transcripts, genes and miRNAs involved in oak root growth. In addition, the identification of TFs, transcriptional regulators (TRs) and chromatin regulators (CRs), as well as the predicted cellular localization of transcripts, is also available. OakRootRNADB provides the opportunity to broaden our knowledge about the root system of trees and to assess the potential role of genes and non-CDSs in mechanisms that mediate growth and a variety of other processes during taproot and lateral root development. The portal for the database can be accessed at http://oakrootrnadb.idpan.poznan.pl.

## Material and methods

### Plant material and sample collection

Two-month-old seedlings of *Q. robur* were collected and used for RNA-seq. Plants were grown in a large, semi-closed, foil greenhouse located at the Arboretum of the Institute of Dendrology of the Polish Academy of Sciences in Kórnik, Poland. Roots were grown in a clear-walled rhizotron chamber (30 × 50 cm), filled with a growing medium of peat and perlite (proportions 5:1 volumetric proportion), deacidified with dolomite and enriched with 2.5 kg/m^3^ slow-release fertilizer (Osmocote 15-9-12-2 N-P-K-Mg, with trace nutrients). The rhizotrons were constructed using two transparent plexiglass plates held 2–3 cm apart by thick-walled plastic tubing to provide adequate space for the growing roots. Waterlogging was prevented by providing drainage in the bottom of each rhizotron. The rhizotrons allowed us to record root growth measurements in the same seedlings over time without disturbing the root system. Additionally, one acorn was sown per container (180 mm high, 5 mm wide, 0.275 dm^3^) in the same growing medium under similar growth conditions that were used for the acorns that were sown in the rhizotrons. The containerized seedlings were subjected to root growth inhibition by air pruning. In the spring of the following year, 1-year-old containerized seedlings were transplanted to a rhizotron (one per rhizotron), without cutting the roots to monitor factors involved in the regrowth of a taproot in container seedlings. These samples were designated as transplanted seedlings.

Seven- and eight-week-old seedlings growing in each system (rhizotron or container) were harvested in three replicate time points (early spring and summer in 2019). Each taproot was classified at its time of harvest based on its length: short (5–9 cm), medium (9.5–15 cm) and long (>15.5 cm), as well as on its morphology: normal or thick (taproots that were thicker than normal taproots and still actively growing), and vitality: active or dying (typically container taproots that had reached the bottom of the container). The same root classification approach was used for oak seedlings that had been initially grown in a container and were then transplanted to a rhizotron in 2020. In the case of transplanted seedlings, roots were harvested 8 weeks after transplantation.

The root system of harvested seedlings was gently washed with deionized, autoclaved water (ddH_2_O) to remove adhering soil, and then the meristematic and elongation zones of taproots and lateral roots were separated and immediately frozen in liquid nitrogen and stored at −80°C until RNA extraction.

The samples were combined into two sets. The material in Dataset 1 (Table 1) was from the meristematic zone of all classes *Q. robur* taproots and lateral roots of seedlings grown in a container or a rhizotron system in 2019. The samples were labeled: 1K_kr_NN_kon_1 according to the formula, Harvest date → Type of root → Root length → Root vitality → Type of cultivation → Biological replicates as detailed in Table 1.

**Table 1.** Classification of samples in Dataset 1

Harvest date	Type of root	Root length	Root morphology/vitality	Type of cultivation
1/2/3	K/KB	kr/sr/dl	NN/NT/TN/TT	kon/rh
1—first harvest date: 7 weeks old plant (sown in early spring)	K—meristematic zone of the taproot	kr—short root (5–9 cm)	NN—normal roots	kon—growing in containers
2—second harvest date: 8 weeks old plant (sown in early spring)	KB—lateral root	sr—medium root (9.5–15 cm)	NT—dying root	rh—growing in rhizotron
3—third harvest date: 8 weeks old plant (sown in early summer)		dl—long root (>15.5 cm)	TN—thick root	
			TT—thick and dying root	

The material in Dataset 2 (Table 2) was from the meristematic and elongation zones of taproots and lateral roots of *Q. robur* growing in either a container or a rhizotron system as the acorns grown in 2019 (with the exception that 2-year-old acorns were sown, derived from the same lot of acorns that had been used in the previous year), and oak seedlings that had been initially grown in a container in 2019 and then transferred to a rhizotron in 2020. The samples were labeled: K_kr_NN_kon1 according to the formula, Type of root → Root length → Type of cultivation → Biological replicates as detailed in Table 2.

**Table 2.** Classification of samples in Dataset 2

Type of root	Root length	Root morphology/vitality	Type of cultivation
K/KB/SW	kr/sr/dl	NN/NT/TN/TT	kon/rh/krh
K—meristematic zone of the taproot	kr—short root (5–9 cm)	NN—normal condition roots	kon—growing in containers
SW—elongation zone of taproot	sr—medium root (9.5–15 cm)	NT—dying root	rh—growing in rhizotron
KB—lateral root	dl—long root (>15.5 cm)	TN—thick root	krh—growing in a container and then transplanted to a rhizotron
		TT—thick and dying root	

### RNA isolation, library preparation and RNA-seq

Total RNA was extracted from 100 mg root tissue of each sample using Ribospin (GeneAll Biotechnology, Seoul, South Korea), with a DNAse treatment, according to the manufacturer’s instructions. RNA quality was assessed on 1% agarose gels. The quality and quantity of RNA were further verified prior to library constructions using a NanoDrop 1000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA), and an RNA integrity number (RIN) was determined using a 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA) and a small RNA kit (Agilent Santa Clara, CA, USA). Only RNA samples with a RIN of  ≥8.5 were used for complementary DNA (cDNA) conversion. Each cDNA library was constructed using a TruSeq Stranded mRNA LT Sample Prep Kit and sequenced on a NovaSeq platform (Illumina, San Diego, CA, USA) in the 150-bp PE mode. Sequencing was conducted by Macrogen (South Korea). 

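The deposited gene-level data comprised 3 libraries in each of 55 groups, where a group shared the harvest date, type of root, length, morphology, vitality and type of cultivation. Each library listed the expected count of every gene, which is the number of paired reads that the authors assigned to it. Expected counts summed to between 20037169 and 24793325 per library in Dataset 1 (median 22351942) and to between 22882800 and 33341476 in Dataset 2 (median 30569090). The distance between libraries was measured as the coefficient of variation left after counting noise was subtracted, over the 5147 genes with a mean expected count between 1000 and 10000. Among the pairs of libraries from the same group it ranged from 0.0130 to 0.424 (median 0.0534). The median over the 6615 pairs of libraries from different groups of a dataset was 0.269. In 79 pairs from the same group, 47.9% of such pairs, the coefficient of variation was under 0.05, a limit chosen after the values were seen. These near-identical pairs made up 24 of the 75 pairs in Dataset 1 and 55 of the 90 pairs in Dataset 2. Their observed variance was 1.38 to 3.01 times the variance that counting alone gives (median 1.74), whereas the ratio in the other pairs was 2.47 to 81.7 (median 13.3). A second measure used the 30250 genes that did not enter the coefficient of variation and counted those with at least 200 counts in 1 library of a pair and at most 2 in the other. Near-identical pairs had 0 or 1 such genes, and the 86 other pairs had 0 to 72 (median 5), with 0 in 25 of them. All 3 pairs were near-identical in 18 groups, 1 group had 2 such pairs, 23 groups had 1 and 13 groups had 0. When near-identical libraries were joined into units, 55 units remained in Dataset 1 and 49 in Dataset 2.

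**Figure D1:**
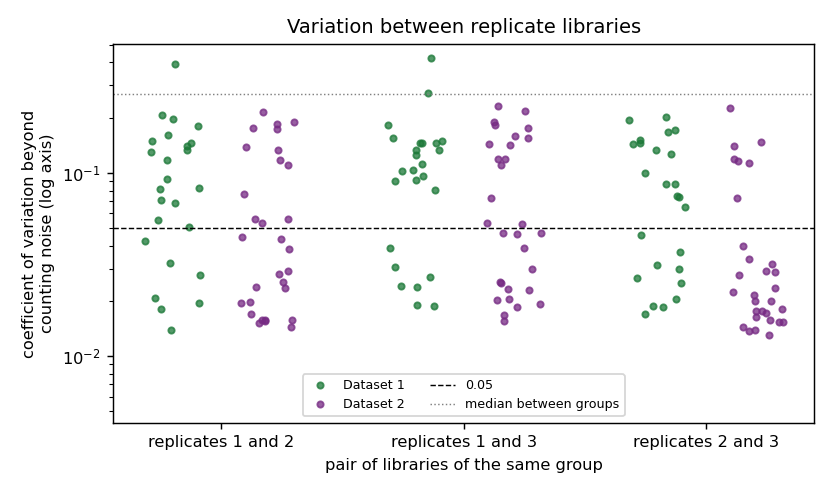
Coefficient of variation beyond counting noise (log axis) for each pair of libraries of the same group, by the replicate numbers of the pair and by dataset. The dashed line marks the limit of 0.05 and the dotted line the median of 0.269 between groups, and each point is 1 pair.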

All libraries were constructed using three biological replicates which resulted in a total number of 75 libraries in Dataset 1 and 90 in Dataset 2 (Figure 1) (24).

**Figure 1.**
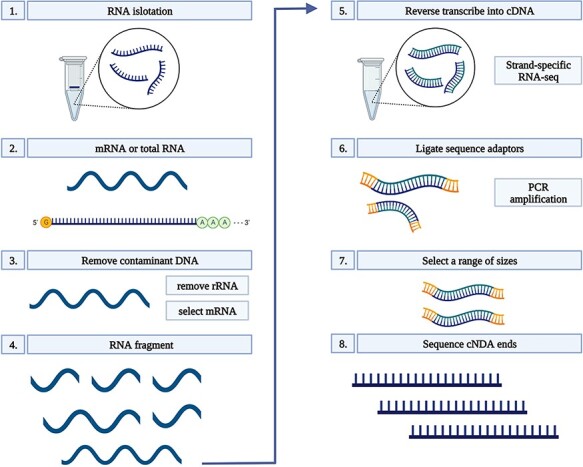
RNA-seq workflow. 1) Isolate the mRNA or total RNA from root tissue; 2) Quality and quantity control of mRNA or total RNA; 3) Eliminate DNA contamination from RNA samples using DNase; 4) Choose an appropriate kit for library preparation based on the type of RNA. For mRNA with poly-A tail, a mRNA purification kit was used to isolate mRNA with a poly-A tail; 5) Random fragment purified RNA for short read sequencing; 6) Reverse transcribe fragmented RNA into cDNA; 7) Ligate adapters onto both ends of the cDNA fragments. 8) PCR amplification of cDNA and selection of fragment sizes between 200-400 bp. Conduct paired-end sequencing of the cDNA libraries (Martin and Wang 2011).

### Quality control and preprocessing of raw sequence data

Quality reports were generated with FastQC v0.11.5. The reads were then subjected to quality filtering and adapter trimming using BBDUK 2 v38.41 with the following settings: qtrim = w, trimq = 20, maq = 10, *k* = 23, mink = 11, hdist = 1, tbo, tpe, minlength = 50, removeifeitherbad = t. This was followed by removal of reads that mapped to *A. thaliana* ribosomal RNAs using Bowtie 2 v2.3.5.1.

### RNA-seq: *ab initio* transcriptome assembly and estimation of transcript expression

Reads were mapped against the *Q. robur* genome Qrob_PM1N.fa using Spliced Transcripts Alignment to a Reference (STAR) 2.5.3a using the settings described in the STAR manual (https://github.com/alexdobin/STAR) (25). The resulting BAM files, one per sample, were then subjected to *ab initio* transcriptome assembly using StringTie v1.3.3b, observing the reads strandedness. The resulting The Gene transfer format (GTF) files, one per sample, were then merged using StringTie into a single oak transcriptome in a GTF format. RNAs with no genomic strand assigned were discarded. Each transcript was given an ID of the type MSTRG.1.1. This designation indicates that it is a transcript of a MSTRG.1 gene. The first number is the gene identifier, and the second number is the identifier for the specific transcript that had been assigned to that gene. Expression values were obtained using RNA-Seq by Expectation- Maximization with Bowtie 2 as a mapper and observing the reads strandedness. The resulting files refer to expression on the gene level and the transcript level. The expression values are shown in three ways: expected count, the number of paired reads mapped to a given gene/transcript; transcripts per million (TPM), the number of paired reads mapped to a gene/transcript and normalized to the size of sequenced data and transcript/gene length; and fragments per kilobase of exon per million fragments mapped, the number of paired reads mapped to a gene/transcript and normalized to the size of sequenced data and transcript/gene length (a different formula is used there as compared to the case of TPM values).

### RNA-seq: transcript annotation

Annotation of the assembled transcripts was performed with Trinotate v 3.0.2. In the first step, the transcript sequence was searched against Swiss-Prot proteins, a nonredundant and manually curated set of proteins in the UniProt database. BLASTX in the Basic Local Alignment Search Tool (BLAST) package was utilized, with -max_target_seqs 1 option. Open reading frames (ORFs) were predicted with TransDecoder v 5.0.1, and the predicted protein sequences were searched against Swiss-Prot using BLASTP in the BLAST package (-max_target_seqs 1 option was used). Next, the transcripts were searched against protein domains in the PFAM database using hmmscan with default settings. Trinotate v 3.0.2 was also used to annotate the transcripts using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. The results obtained from BLAST and PFAM were used to further annotate the transcripts using the Gene Ontology (GO) database.

### Identification of ncRNAs

Transcript sequences in FASTA format were extracted from the oak genome, based on the GTF file data of the assembled oak transcriptome. lncRNA identification was performed using the following settings as implemented in in-house Python scripts (26, 27). Transcripts shorter than 200 bases were first removed. Next, transcripts containing ORFs as identified using TransDecoder v5.0.2 with -m 100 (minimum protein length; default: 100) and -S (strand-specific) options were discarded. Transcripts classified as coding by coding potential calculator (version 0.9-r2) with default settings were also discarded.

Pre-miRNA sequences were downloaded from miRBase 22, and Us in the sequences were converted to Ts. A BLASTN search conducted, using the transcriptome as a database and the downloaded pre-miRNAs as a query. An *E*-value threshold of 1e-5 was set, and an “-m 8” parameter was used to obtain a tab-delimited output file. The output file was then parsed and filtered with an in-house Python script. Hits were required to be in a sense orientation. An *E*-value of <1e-8 was also required (manual inspection of the results indicated that a threshold of 1e-5 was too liberal, as a substantial number of hits against animals were obtained). For each transcript, only the best hits, in terms of *E*-value, were kept. Finally, to filter hits against animal pre-miRNAs, which were relatively scarce, only hits against plants were retained (Viridiplantae). This was accomplished using the organismstxt file downloaded from miRBase that links species code (like ath for *Arabidopsis thaliana*) to species names and clades.

### Identification of TFs, TRs and CRs

Identification of TFs, TRs and CRs was accomplished using PlantTFcat with default settings. The prediction was done for protein sequences predicted with TransDecoder. The resulting list is available in the database annotation directory and contains the following fields: (i) Family, such as C2H2, WD40-like and SET; (ii) Family_type, such as TF and chromatin remodeling; (iii) Sequence_Acc: ID of input protein sequence; (iv) Domains, such as IPR001214 (protein domain IDs from InterPro database) and (v) Sequence_Annotation: an extended name for the input protein sequence.

### Prediction of cellular localization of the transcripts

mRNALoc was used for predicting the cellular localization of transcripts. Default settings were used with the exception of threshold for “Prediction score”, which was set to 0.0. Lower thresholds result in lower specificity of the predictions, but higher thresholds did not produce any output predictions for a number of RNAs. The data are grouped into predicted localization categories (cytoplasm, nucleus, endoplasmic reticulum, extracellular or mitochondria); however, if the prediction score is below the threshold (<0.0), a “No Localization Found” designation is provided.

### Validation of gene expression by reverse transcription-quantitative polymerase chain reaction

First-strand cDNAs were synthesized using 1 μg of total RNAs as a template and SuperScript III Reverse Transcriptase (Invitrogen, Carlsbad, CA, USA). Total RNA and oligo d(T) primers were then subjected to heat at 65°C for 5 min, incubated at 50°C for 60 min and extension at 70°C for 15 min. Synthesized cDNA samples were diluted five times prior to the reverse transcription-quantitative polymerase chain reaction (RT-qPCR). RT-qPCR analysis was used to validate the RNA-seq results on gene expression.

The RT-qPCR was conducted using a SensiFAST Probe No-ROX Kit (Bioline, UK) following the manufacturer’s protocol. The volume of the reaction mixture was 11 μl, consisting of 5.2 μl of 2x SensiFAST qPCR Master Mix, 0.02 μM of each primer, 0.1 μM of a specific Universal Probe Library (UPL) probe and 5 μl of diluted cDNA. The RT-qPCR analysis was carried out on a LightCycler480 (Roche, Switzerland) under the following conditions: 95°C for 10 min, 45 cycles of 95°C for 10 s, 58°C for 30 s and 72°C for 1 s. Two biological and three technical replicates were used for each gene in each sample group. 

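In the RNA-seq data, the reference gene *UBQ* (*ubiquitin*, MSTRG.26207) had its lowest group mean, 75.7 ± 5.47 TPM (SD, n = 3 libraries), in thick lateral roots of medium length from the rhizotron, a group in which 3 other genes held 42.7% of the expected counts. The highest group mean of *UBQ* was 187 ± 17.5 TPM (SD, n = 3), in short container taproots of Dataset 2. For *EF* (*elongation factor*, MSTRG.28793), group means ran from 1421 ± 47.9 TPM (SD, n = 3) in the elongation zone of thick, medium-length taproots of transplanted seedlings to 4256 ± 465 TPM (SD, n = 3) in short container taproots harvested at 8 weeks. How far each gene moved was measured as the SD of its 55 group means in log2 CPM (counts scaled by library size), with TMM factors. This SD was 0.22 for *UBQ*, and 5.2% of the 500 genes nearest to it in mean expression had a smaller one. For *EF* the SD was 0.42, and 33% of its 500 nearest genes had a smaller one. Within Dataset 1 the shares were 7.8% for *UBQ* and 48% for *EF*, and within Dataset 2 they were 7.6% and 26.6%. With library size alone in place of TMM factors, the share for *EF* in Dataset 2 was 39%, the largest move among the alternatives tried.

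**Figure D2:**
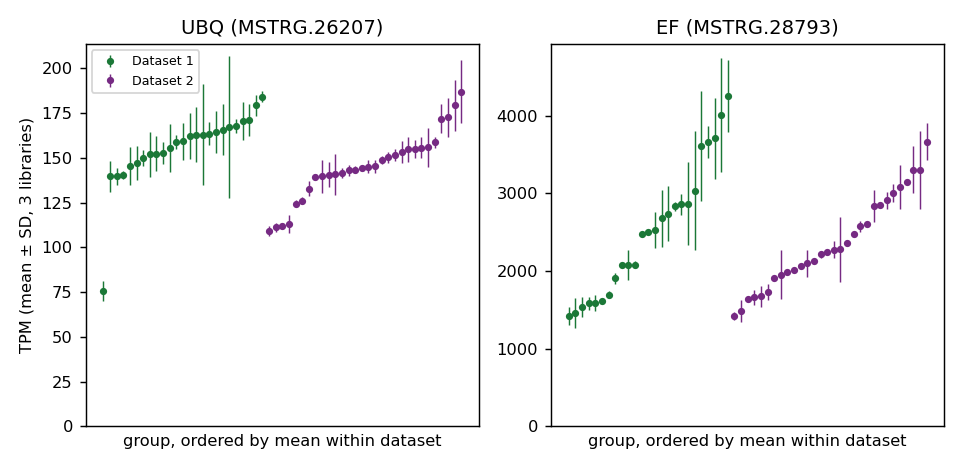
Mean TPM of the RT-qPCR reference genes *UBQ* and *EF* in each of the 55 groups, ordered by mean within each dataset, with the SD of 3 libraries as error bars. *UBQ* spans 75.7 to 187 TPM and *EF* spans 1421 to 4256 TPM.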

*Ubiquitin* and *elongation factor* were used as reference genes for normalization. Primers and UPL probes used in the RT-qPCR analysis were designed using the Universal Probe Library Assay Design Center (Roche, Switzerland) and are listed in Supplementary Table S1. Expression levels in the RT-qPCR analyses were determined using LightCycler480 software (Roche, Switzerland).

### Database implementation and testing

The OakRootRNADB interactive database was constructed using the relational database management system MariaDB (https://mariadb.org/), PHP 7.4. (https://www.php.net/), Bootstrap 4 framework (https://getbootstrap.com/), HTML 5, CSS 3, JavaScript and jQuery 3.6.0 (https://jquery.com/). The interactive JavaScript Chart.js library (https://www.chartjs.org/) was used for visualization of the expression data. National Center for Biotechnology Information (NCBI) BLAST+ 2.8.1 was employed as a local alignment search tool (28, 29). The database was tested, and it was determined that it could be successfully run on several different web browsers, including Google Chrome, Mozilla Firefox, Microsoft Edge, Vivaldi and Opera. The responsive web design facilitates the use of the database on mobile devices (https://www.ncbi.nlm.nih.gov/books/NBK131777/).

## Results

### Utilization of the database

#### Data sources and generation in OakRootRNADB

OakRootRNADB was created based on transcriptomes of pedunculate oak roots. 

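Dataset 1 held 16 groups of taproot meristematic zones and 9 groups of lateral roots from seedlings in containers or rhizotrons. Dataset 2 held 13 groups of meristematic zones, 10 groups of elongation zones and 7 groups of lateral roots, and it also covered seedlings that were moved from a container to a rhizotron. The authors mapped the reads to the *Q. robur* genome, assembled a joint transcriptome and estimated gene expression by RNA-Seq by Expectation-Maximization. Of the authors' values, the expected counts carry no normalization, while the TPM values are normalized to gene length and library. The paper's text does not name a test, a threshold or a design for differential expression. Groups were therefore compared in matched pairs that shared every other class of the design, in 17 comparisons within a dataset, of which 2 tested whether an effect differed between 2 settings. Expected counts were rounded, genes with low counts were removed with the filterByExpr function of edgeR (minimum count of 10), and libraries were scaled by TMM factors. Each gene was tested with edgeR's quasi-likelihood test with the matched pair as covariate, and genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as differing. Since many libraries of a group were near-identical, every comparison was repeated with such libraries summed into 1 unit, an alternative chosen after the data were seen. On simulated counts with 195 or 196 genes changed by 1 on the log2 scale, the test recovered 46.2% to 94.9% of the changed genes over 5 of the layouts, and 3.5% to 10.0% of its calls were false. With 1 library per unit and at least 196 changed genes, it recovered 13.1% to 71.6%. The simulated libraries varied independently, with a variation estimated from all libraries as separate replicates. These rates therefore do not cover near-identical libraries, and recovery with the real units may be lower. The labels conflict for 2 groups. The code of one group of container taproots harvested at 7 weeks gives long roots where its description gives short roots, and the code of one group of transplanted taproots gives dying roots where its description omits the word. Both groups were used by their codes, and the comparisons they enter were repeated without them. The genes carry identifiers of the authors' assembly, which the files do not pair with names or positions. Supplementary Table S1 names the 9 genes that the authors measured by RT-qPCR. They are *CERD* (neutral ceramidase, MSTRG.1646), *G3OX* (gibberellin 3-beta-dioxygenase, MSTRG.22681), *WRKY* (a probable *WRKY* transcription factor, MSTRG.4799), *GST* (glutathione S-transferase, MSTRG.31078), *PIN2* (auxin efflux carrier, MSTRG.5844), *GERL1* (germin-like protein, MSTRG.23367), *ACO5* and *ACO1* (aminocyclopropane carboxylate oxidases, MSTRG.13653 and MSTRG.24659) and *PCC13* (desiccation-related protein, MSTRG.32141).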

Two different zones of the taproots (meristematic and elongation) and lateral roots were sampled. 

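The elongation zone was compared with the meristematic zone of taproots of the same class in 8 matched pairs of groups of Dataset 2 (n = 24 libraries per zone). Of 27117 genes tested, 17714 differed, 8809 of them higher in the elongation zone and 8905 lower. The alternative that moved this count most was a required fold change of at least 2, under which 3877 genes differed. The balance of directions moved with the scaling, since limma on log2(TPM + 1) gave 11815 genes higher and 6163 lower. The 48 libraries formed 28 units once near-identical libraries were merged, and 15005 genes then differed, of which 14614 were among the 17714. Without the transplanted pair with conflicting labels, an alternative chosen after the data were seen, 17026 genes differed and *WRKY* did not (log2 fold change 0.26, adjusted p = 0.19). Among abundant genes that moved the same way in all 8 pairs, MSTRG.25603 rose most, from 1.10 ± 1.20 TPM in the meristematic zone to 21.4 ± 13.9 TPM in the elongation zone (SD, n = 24 each; log2 fold change 4.30, standard error 0.36, adjusted p = 1.4e-13). MSTRG.15375 fell most, from 21.8 ± 20.9 to 0.187 ± 0.646 TPM (SD, n = 24 each; log2 fold change -7.08, standard error 0.46, adjusted p = 4.7e-17). Both genes also differed after merging. All 9 RT-qPCR genes differed between the zones. The log2 fold changes of those lower in the elongation zone were -4.34 for *PIN2* (standard error 0.45), -4.01 for *G3OX* (0.33), -3.96 for *GST* (0.36) and -1.08 for *ACO5* (0.31). Those higher there were *PCC13* at 2.12 (standard error 0.28), *ACO1* at 0.81 (0.10), *GERL1* at 0.80 (0.26), *CERD* at 0.48 (0.06) and *WRKY* at 0.41 (0.16). Their adjusted p ran from 4.8e-14 for *G3OX* to 0.026 for *WRKY*. After merging, 7 of the 9 differed, without *WRKY* (adjusted p = 0.087) and *ACO5* (adjusted p = 0.13).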

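Long and short taproots of Dataset 1 were compared in 2 matched pairs of container groups, harvested at 7 and at 8 weeks (n = 6 libraries per length). Of 23438 genes tested, 7252 differed, with 4241 higher in long taproots and 3011 lower. Merging near-identical libraries left 11 units and 6186 genes, of which 6035 were among the 7252. Library size alone in place of TMM factors shifted the directions to 5691 genes higher and 1214 lower. The long group of the first harvest is the one whose description gives short roots, and without its pair 4740 genes differed. The largest rise among abundant genes was that of MSTRG.5504, at 166 ± 193 TPM in long and 0.017 ± 0.041 TPM in short taproots (SD, n = 6 each). Its counts in short taproots were at most 3 in every library, so that it was at least 250.4-fold higher in long taproots (adjusted p = 3.3e-04). MSTRG.4857 fell most, from 50.3 ± 45.5 TPM in short to 0.590 ± 0.480 TPM in long taproots (SD, n = 6 each; log2 fold change -6.61, standard error 0.79, adjusted p = 2.9e-04). Of the RT-qPCR genes, 7 differed. In long taproots, *GERL1* rose by 3.79 on the log2 scale (standard error 0.81), *PCC13* by 3.57 (0.67), *WRKY* by 2.46 (0.51) and *CERD* by 0.59 (0.19). The log2 fold change was -2.38 for *G3OX* (standard error 0.34), -0.82 for *GST* (0.21) and -0.53 for *PIN2* (0.16). Adjusted p for these genes lay between 7.0e-04 and 0.031, and after merging *CERD* no longer differed (adjusted p = 0.053). *ACO1* and *ACO5* did not differ by length.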

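In Dataset 2, long and short taproots were compared in 3 matched pairs of groups, from containers, rhizotrons and transplanted seedlings (n = 9 libraries per length). Here 530 of 24994 genes differed, 240 higher in long taproots and 290 lower. With near-identical libraries merged into 12 units, 0 genes differed, while 1669 had an unadjusted p under 0.05. The directions turned to 290 higher and 185 lower without TMM factors. MSTRG.16608 rose most, from 3.31 ± 2.71 TPM in short to 61.1 ± 77.1 TPM in long taproots (SD, n = 9 each; log2 fold change 3.65, standard error 0.79, adjusted p = 0.025, and 0.70 after merging). MSTRG.10842 fell most, from 21.1 ± 30.5 to 0.403 ± 0.302 TPM (SD, n = 9 each; log2 fold change -5.43, standard error 0.75, adjusted p = 0.0019, and 0.51 after merging). None of the 9 RT-qPCR genes differed by length in Dataset 2. Across the 22983 genes tested in both datasets, which are not independent replicates, the Spearman correlation between the log2 fold changes of the datasets was 0.11. Of the 175 genes that differed in both, 64.0% had the same direction.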

Taproots were classified according to their length (short 5–9 cm, medium 9.5–15 cm and long >15.5 cm) to determine the molecular networks associated with root elongation. The experimental design was designed (i) to determine the global changes in gene expression at the postemergence steps of root development, (ii) provide information on the potential regulation of taproot and lateral root growth, as well as similarities/differences in molecular mechanisms regulating growth in both root types, and (iii) identify the genes being expressed during root establishment at different time points. 

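Lateral roots and taproot meristematic zones of Dataset 1 were compared in 8 matched pairs of groups (n = 24 libraries per root type). The codes name no zone for lateral roots. The paper's text names the meristematic zone alone for Dataset 1 and both zones for Dataset 2. Root type and zone may therefore not be fully separated in these comparisons, and lateral roots were not compared with elongation zones. Of 26981 genes tested, 19677 differed, 9701 higher in lateral roots and 9976 lower, and with the 48 libraries merged into 37 units 18660 genes differed, 18075 of them among the 19677. The same comparison in Dataset 2 covered 7 matched pairs (n = 21 per root type). It gave 18387 differing genes among 27404, 8697 higher in lateral roots and 9690 lower. Merging reduced the 42 libraries to 24 units and the count to 15246 genes, of which 14723 were among the 18387. In Dataset 2 the directions moved to 10973 higher and 7288 lower without TMM factors. Across the 26183 genes tested in both datasets, which are not independent replicates, the Spearman correlation of the log2 fold changes was 0.75. In both datasets 14468 genes differed, and 94.3% of these had the same direction. MSTRG.5293 rose most in each dataset. Its level was 157 ± 210.4 TPM in lateral roots and 0.037 ± 0.094 TPM in taproots of Dataset 1 (SD, n = 24 each; log2 fold change 11.53, standard error 0.23, adjusted p = 8.6e-35). In Dataset 2 the levels were 165.2 ± 45.9 and 0.114 ± 0.161 TPM (SD, n = 21 each; log2 fold change 10.16, standard error 0.26, adjusted p = 5.0e-28). The strongest falls in lateral roots were those of MSTRG.18934 in Dataset 1, from 95.4 ± 118 to 0.065 ± 0.158 TPM (SD, n = 24 each; log2 fold change -10.18, standard error 0.76, adjusted p = 7.9e-16), and of MSTRG.13491 in Dataset 2, from 74.5 ± 40.7 to 0.729 ± 0.557 TPM (SD, n = 21 each; log2 fold change -6.94, standard error 0.28, adjusted p = 5.2e-22). All of these genes also differed after merging. Each of the 9 RT-qPCR genes differed in both datasets. *G3OX*, *GST*, *PIN2* and *GERL1* were lower in lateral roots, and *CERD*, *ACO5*, *PCC13* and *ACO1* were higher, in Dataset 1 and in Dataset 2. *WRKY* was higher in lateral roots of Dataset 1 (log2 fold change 0.76, standard error 0.26, adjusted p = 0.0073, higher in 6 of the 8 pairs) and lower in those of Dataset 2 (log2 fold change -1.17, standard error 0.13, adjusted p = 8.7e-10, lower in 7 of the 7 pairs). This change of direction between datasets was not tested. After merging, *GERL1* no longer differed in Dataset 1 (log2 fold change -1.37, adjusted p = 0.062).

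**Figure D3:**
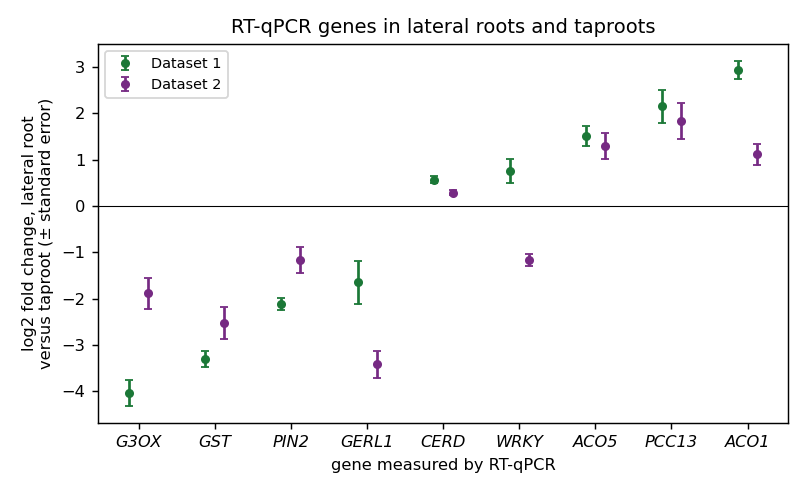
Log2 fold change of the 9 RT-qPCR genes in lateral roots against taproot meristematic zones, in Dataset 1 (n = 24 libraries per root type) and Dataset 2 (n = 21). Error bars are the standard error derived from edgeR's F statistic. Points above 0 are higher in lateral roots, and *WRKY* lies at 0.76 in Dataset 1 and at -1.17 in Dataset 2.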

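For the time points, container roots harvested at 8 weeks were compared with those harvested at 7 weeks in 6 matched pairs of groups (n = 18 libraries per age, sown in early spring). Of 26352 genes tested, 2829 differed, 1003 higher at 8 weeks and 1826 lower. Merging near-identical libraries into 29 units left 1173 genes that differed, of which 1166 were among the 2829. The larger share of falls depended on the scaling, since 1739 genes were higher and 1607 lower without TMM factors. MSTRG.30341 fell most, from 31.2 ± 45.7 TPM at 7 weeks to 0.773 ± 1.72 TPM at 8 weeks (SD, n = 18 each; log2 fold change -6.28, standard error 0.69, adjusted p = 9.3e-08). The largest rise among abundant genes was that of MSTRG.26044, from 8.99 ± 11.0 to 19.5 ± 13.1 TPM (SD, n = 18 each; log2 fold change 1.38, standard error 0.38, adjusted p = 0.014, and 0.099 after merging). Among the RT-qPCR genes only *WRKY* differed, with a log2 fold change of -3.15 (standard error 0.39, adjusted p = 5.4e-07). The share of variance that each class of the design explained on its own was taken as the adjusted R-squared of log2 CPM (prior count of 1), as the median over the detected genes. The spread given is the jackknife standard error from the 3 fits that each left out 1 replicate. The classes are spread unevenly over the groups, so that their shares overlap. In Dataset 1 the median share was 16.6% ± 1.32 for the root part, 7.07% ± 0.645 for length, 4.72% ± 0.0810 for morphology and vitality, 3.46% ± 0.328 for harvest and 0.684% ± 0.144 for type of cultivation. In Dataset 2 it was 20.6% ± 0.406 for the root part, 9.71% ± 0.30 for morphology and vitality, 7.66% ± 0.615 for length and 2.81% ± 0.531 for type of cultivation. Membership in a group explained 68.3% ± 4.67 in Dataset 1 and 78.4% ± 5.29 in Dataset 2.

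**Figure D4:**
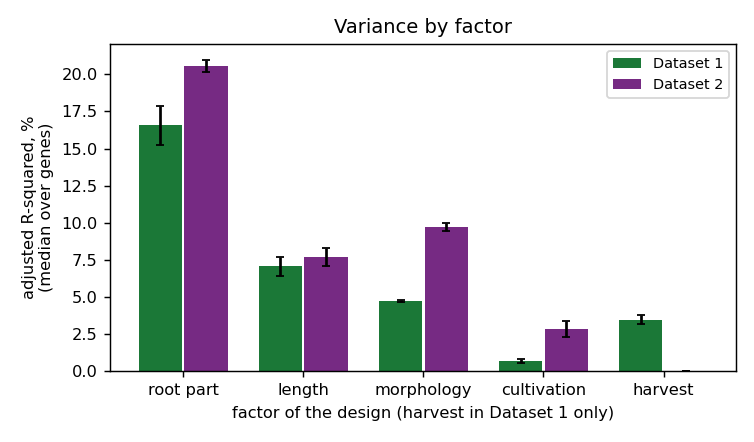
Adjusted R-squared (%) of each class of the design on its own, as the median over 26207 genes of Dataset 1 and 27126 genes of Dataset 2. Error bars are the jackknife standard error from the 3 fits that each left out 1 replicate. The root part has the highest bars, 16.6% in Dataset 1 and 20.6% in Dataset 2, and harvest applies to Dataset 1 only.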

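Roots of seedlings sown in early summer were compared with those sown in early spring, both harvested at 8 weeks. The 3 matched pairs were long container taproots, long rhizotron taproots and long lateral roots from containers (n = 9 libraries per sowing date), and each sowing date was represented by 1 harvest. Of 25173 genes tested, 8049 differed, 4184 higher after summer sowing and 3865 lower. With near-identical libraries merged into 12 units, 3018 genes differed, 1985 higher and 1033 lower, of which 2971 were among the 8049. A required fold change of at least 2 left 1683 genes higher and 707 lower. MSTRG.32401 rose most after summer sowing, from 0.336 ± 0.518 to 21.8 ± 32.1 TPM (SD, n = 9 each; log2 fold change 5.84, standard error 0.23, adjusted p = 3.0e-11). MSTRG.15336 fell most, from 20.4 ± 15.7 to 5.66 ± 10.3 TPM (SD, n = 9 each; log2 fold change -3.28, standard error 0.89, adjusted p = 0.0090, and 0.084 after merging). Of the RT-qPCR genes, 7 differed with the adjustment over all genes and 8 with the adjustment over the 9 genes alone. Higher after summer sowing were *GERL1* (log2 fold change 2.35, standard error 0.40), *WRKY* (1.45, 0.20), *CERD* (0.51, 0.10) and *ACO1* (0.49, 0.11). Lower were *ACO5* (log2 fold change -1.41, standard error 0.21), *GST* (-0.87, 0.20) and *PIN2* (-0.55, 0.12). After merging, *GERL1*, *WRKY*, *CERD* and *ACO5* still passed, and 3 of the 7 did not.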

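Whether the sowing date acted alike in taproots and lateral roots was tested in long container roots, as the difference between the sowing effects of the root types (12 libraries, n = 3 per group). Of 24675 genes, 4616 had different sowing effects, 2205 with a higher effect in lateral roots and 2411 with a lower one. The directions moved to 3736 and 1413 without TMM factors. With near-identical libraries merged into 8 units, 349 genes had different effects, of which 348 were among the 4616. MSTRG.3889 was listed at 0 TPM in spring-sown lateral roots (n = 3) and at 32.8 ± 8.09 TPM (SD, n = 3) in summer-sown ones. In taproots it was at 60.9 ± 79.3 TPM after spring sowing and at 0.110 ± 0.191 TPM after summer sowing (SD, n = 3 each; adjusted p for the difference in effects 6.0e-04 from edgeR). MSTRG.10055 moved in the opposite sense. Its levels were 32.9 ± 3.75 TPM in spring-sown and 0.110 ± 0.110 TPM in summer-sown lateral roots, and 1.33 ± 0.267 and 26.9 ± 2.68 TPM in the taproots (SD, n = 3 each; adjusted p for the difference in effects 5.7e-10 from edgeR). Both genes also passed after merging. Among the RT-qPCR genes, 6 had different sowing effects. On the log2 scale the effect in lateral roots exceeded that in taproots by 1.91 for *PCC13* (standard error 0.30), 0.84 for *ACO1* (0.10) and 0.61 for *CERD* (0.17). The difference was -1.40 for *GST* (standard error 0.28), -1.32 for *GERL1* (0.26) and -0.93 for *PIN2* (0.23). After merging, 0 of the 9 passed.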

Three independent samples (biological replicates) of taproots and lateral roots were collected separately in early spring and summer to determine if sowing date had an impact on root development, and how the postemergent stage of growth (i.e. roots of different lengths) affects the profile of gene expression. 

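Thick and normal container taproots of Dataset 1, neither classed as dying, were compared in 2 matched pairs (n = 6 libraries per morphology). The pairs were of medium length after spring sowing and long after summer sowing. The paper's methods class thick taproots as still growing, while its results describe container roots that thickened although their elongation was inhibited. Of 24200 genes tested, 8519 differed, with 4385 higher in thick taproots and 4134 lower. Near-identical libraries merged into 8 units gave 3819 differing genes, 1712 higher and 2107 lower, of which 3788 were among the 8519. Library size alone in place of TMM factors gave 6406 genes higher and 2827 lower. MSTRG.34444 was listed at 0 TPM in every library of normal taproots and at 20.4 ± 20.1 TPM in thick ones (SD, n = 6), at least 19.8-fold higher (adjusted p = 6.8e-04). MSTRG.20693 fell most, from 68.4 ± 49.7 TPM in normal to 2.87 ± 1.48 TPM in thick taproots (SD, n = 6 each; log2 fold change -4.43, standard error 0.29, adjusted p = 1.2e-06). Of the RT-qPCR genes, 7 differed, and all 7 also differed after merging. In the 3 fits that each left out 1 replicate, *WRKY* passed in 0 and the others of the 7 passed in all 3. In thick taproots the log2 fold change was 2.93 for *GERL1* (standard error 0.42), 1.36 for *WRKY* (0.36) and 0.97 for *ACO1* (0.15). It was -2.55 for *ACO5* (standard error 0.18), -1.96 for *G3OX* (0.39), -1.74 for *GST* (0.23) and -1.20 for *PIN2* (0.12). Adjusted p for these genes ran from 1.9e-06 for *ACO5* to 0.011 for *WRKY*, while *CERD* and *PCC13* did not differ.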

We also took into account root morphology, as we observed that root elongation was inhibited in some of the roots growing in the container system but continued to increase in thickness. We assume that ceasing growth before reaching the bottom of container would prevent them from dying, which occurs as a result of air pruning. The experimental design allowed us to determine factors responsible for the cessation of growth, and factors determining the restoration of taproot growth after air pruning occurred in container-grown seedlings which were subsequently planted in the field. In addition, our approach also provided information pertaining to the molecular processes involved in root dieback.

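For the cessation of growth, taproot meristematic zones from the rhizotron, where roots can extend, were compared with those from containers. The groups were matched by harvest and length. Both arms held normal roots, so that the comparison measured the type of cultivation and not roots that had stopped growing. The paper describes inhibited elongation in container roots that thickened, and thick taproots were compared with normal ones separately, as given above. Dataset 1 gave 3 matched pairs (n = 9 libraries per type of cultivation), in which 2488 of 24280 genes differed, 1311 higher in the rhizotron and 1177 lower. Merging near-identical libraries into 14 units left 569 genes that differed, of which 565 were among the 2488. Without TMM factors, 957 genes were higher and 1336 lower. Replicates 2 and 3 of the long rhizotron taproots of the second harvest were near-identical to those of the dying container taproots, and 1340 genes differed without that pair. MSTRG.26657 rose most in the rhizotron, from 2.60 ± 1.93 to 19.1 ± 8.85 TPM (SD, n = 9 each; log2 fold change 3.10, standard error 0.53, adjusted p = 0.0013). MSTRG.18934 fell most, from 109.7 ± 79.7 to 0.146 ± 0.159 TPM (SD, n = 9 each; log2 fold change -9.35, standard error 0.96, adjusted p = 1.9e-05). *GERL1* (log2 fold change 2.66, standard error 0.56, adjusted p = 0.0060) and *ACO1* (1.34, 0.19, adjusted p = 2.9e-04) were higher in the rhizotron and the other 7 RT-qPCR genes did not differ, though 3 of the 9 passed with the adjustment over these genes alone. Both named RT-qPCR genes and both MSTRG genes also differed after merging. Dataset 2 gave 3 matched pairs of short, medium and long taproots (n = 9), in which 1283 of 24745 genes differed, 517 higher in the rhizotron and 766 lower, and 317 were higher and 763 lower without TMM factors. After near-identical libraries were merged into 12 units, 5 genes differed. These genes, named after their values were seen, were MSTRG.1577 and MSTRG.2782, higher in the rhizotron, and MSTRG.23092, MSTRG.25583 and MSTRG.3889, lower there. MSTRG.29298 rose most over all libraries, from 10.2 ± 5.13 to 31.0 ± 12.4 TPM (SD, n = 9 each; log2 fold change 1.63, standard error 0.22, adjusted p = 6.0e-04, and 0.11 after merging). MSTRG.3889 was at 43.5 ± 69.4 TPM in containers and at 0.142 ± 0.292 TPM in the rhizotron (SD, n = 9 each), at least 60.2-fold lower (adjusted p = 9.7e-07). *WRKY* was the only RT-qPCR gene that differed in Dataset 2 (log2 fold change -0.74, standard error 0.14, adjusted p = 0.0062, and 0.37 after merging), while 3 passed with the adjustment over the 9 genes alone. Across the 23629 genes tested in both datasets, which are not independent replicates, the Spearman correlation of the log2 fold changes was 0.15, and 93.9% of the 213 genes that differed in both had the same direction.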

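For the restoration of growth, taproots of transplanted seedlings were compared with container taproots and with rhizotron taproots of Dataset 2 in short, medium and long roots (3 matched pairs each, n = 9 libraries per arm). Transplanted seedlings had grown in a container before and were harvested 8 weeks after transplantation, so that age and cultivation cannot be told apart in these comparisons. Against containers, 3926 of 25083 genes differed, 1919 higher in transplanted seedlings and 2007 lower, while limma on log2(TPM + 1) gave 2564 higher and 1330 lower. Merging near-identical libraries into 12 units left 222 genes, of which 221 were among the 3926. MSTRG.4979 was at 27.5 ± 26.6 TPM in transplanted seedlings and at 0.136 ± 0.407 TPM in containers (SD, n = 9 each), at least 6.6-fold higher (adjusted p = 9.5e-05). MSTRG.27196 had the most negative estimate, a log2 fold change of -3.18 (standard error 0.57, adjusted p = 0.0013, and 0.11 after merging), with a mean of 2001.5 expected counts in containers and 182.4 in transplanted seedlings. Its TPM differed far less, with 97.0 ± 39.9 in containers and 61.5 ± 18.8 in transplanted seedlings (SD, n = 9 each), and limma on log2(TPM + 1) gave a log2 fold change of -0.57 (adjusted p = 0.125), so that its fall depends on the unit. Only *G3OX* among the RT-qPCR genes differed (log2 fold change -2.62, standard error 0.43, adjusted p = 7.1e-04, and 0.076 after merging). Against rhizotron taproots, 8127 of 24930 genes differed, 4157 higher in transplanted seedlings and 3970 lower. After merging, again into 12 units, 2007 genes differed, of which 1976 were among the 8127. The directions moved to 4908 higher and 3004 lower without TMM factors. MSTRG.12711 rose most, to 45.4 ± 134 TPM from 0.352 ± 0.407 TPM (SD, n = 9 each; log2 fold change 5.07, standard error 1.90, adjusted p = 0.049, and 0.26 after merging), with a spread between libraries wider than its mean. MSTRG.887 was at 28.1 ± 12.4 TPM in rhizotron taproots and at 0.010 ± 0.020 TPM in transplanted ones (SD, n = 9 each), at least 229.0-fold lower (adjusted p = 1.5e-09). Of the RT-qPCR genes, 6 differed, and 7 with the adjustment over the 9 genes alone. *GERL1* (log2 fold change 1.59, standard error 0.48), *PCC13* (1.60, 0.46), *ACO1* (0.83, 0.17) and *WRKY* (0.51, 0.16) were higher in transplanted seedlings. *G3OX* (log2 fold change -2.72, standard error 0.24) and *GST* (-0.59, 0.19) were lower, and after merging *G3OX* alone differed. The paper states that this design allowed the factors behind the cessation and the restoration of taproot growth to be determined.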

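Dieback was first examined in long container taproots of Dataset 1, dying against active, in 2 matched pairs harvested at 7 and 8 weeks (n = 6 libraries per class). Of 24128 genes tested, 295 differed, 216 higher in dying taproots and 79 lower. A block for the replicate number left 4 genes, while the residuals of libraries with the same number had a mean correlation of -0.117 between the arms. Merging near-identical libraries into 10 units left 2 genes, MSTRG.14488 and MSTRG.15040, which were among the 4 together with MSTRG.132 and MSTRG.14887, all named after their values were seen. Without the first pair, whose active group is described as short, 0 genes differed and 1079 had an unadjusted p under 0.05. Without the second pair, whose dying libraries 2 and 3 were near-identical to those of rhizotron taproots, 5731 genes differed. The directions were 1500 higher and 922 lower with DESeq2, and 124 higher and 139 lower without TMM factors. MSTRG.12959 was listed at 0 TPM in active taproots and at 25.2 ± 27.6 TPM in dying ones (SD, n = 6 each), at least 80.2-fold higher (adjusted p = 0.0115, and 0.092 after merging). MSTRG.15336 fell most, from 42.9 ± 12.7 to 2.32 ± 2.77 TPM (SD, n = 6 each; log2 fold change -4.43, standard error 0.82, adjusted p = 0.034, and 0.10 after merging). *GERL1* was the only RT-qPCR gene that passed (log2 fold change 4.18, standard error 0.90, adjusted p = 0.0498, and 0.13 after merging), and 4 passed with the adjustment over the 9 genes alone. In Dataset 2, dying and active long container roots were compared in the meristematic zone, the elongation zone and lateral roots (3 matched pairs, n = 9 libraries per class). Here 11367 of 25825 genes differed, 5525 higher in dying roots and 5842 lower. The 18 libraries formed 7 units once near-identical libraries were merged, and 5 of the 6 groups were then 1 unit. This left 3 residual degrees of freedom (those that estimate the variation) in place of 14. The variation then came largely from differences of the effect between tissues, and lost power may account for part of the fall. In this merged test 3 genes differed. They were MSTRG.23272, higher in dying roots, and MSTRG.15239 and MSTRG.20089, lower, all named after their values were seen. Without TMM factors, 7665 genes were higher and 4296 lower. MSTRG.19460 rose most, from 11.6 ± 11.5 to 145 ± 144 TPM (SD, n = 9 each; log2 fold change 3.44, standard error 0.45, adjusted p = 1.9e-05, and 0.20 after merging). MSTRG.10906 fell most, from 1749.7 ± 380.0 to 519 ± 689 TPM (SD, n = 9 each; log2 fold change -3.86, standard error 0.79, adjusted p = 9.1e-04, and 0.36 after merging). The 4 RT-qPCR genes that differed were lower in dying roots, *ACO5* (log2 fold change -2.45, standard error 0.28), *G3OX* (-1.48, 0.36), *GST* (-1.32, 0.31) and *PCC13* (-0.60, 0.18), and 0 of them passed after merging.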

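In transplanted seedlings, dying and active long taproots were compared in the meristematic and the elongation zone (2 matched pairs, n = 6 libraries per class). Of 24813 genes tested, 9131 differed, 3954 higher in dying taproots and 5177 lower. After near-identical libraries were merged into 8 units, 496 genes differed, of which 495 were among the 9131. The directions turned to 5317 higher and 3627 lower with limma. Without the meristematic pair, whose dying group is not described as dying, 4359 genes differed. MSTRG.1397 rose most in dying taproots, from 0.388 ± 0.612 to 31.6 ± 15.9 TPM (SD, n = 6 each; log2 fold change 6.07, standard error 0.68, adjusted p = 9.8e-05, and 0.046 after merging). MSTRG.2656 fell most, from 108 ± 131 to 1.69 ± 0.762 TPM (SD, n = 6 each; log2 fold change -5.79, standard error 0.88, adjusted p = 5.7e-04, and 0.11 after merging). Of the 8 RT-qPCR genes with enough counts to be tested, *WRKY* (log2 fold change 1.31, standard error 0.27), *CERD* (0.49, 0.14) and *ACO1* (0.39, 0.13) were higher in dying taproots. *GST* was lower (log2 fold change -1.50, standard error 0.50, adjusted p = 0.035), though without the meristematic pair its log2 fold change was 0.14 (adjusted p = 0.75). None of these 4 genes passed after merging. The dieback effects in container roots and in transplanted taproots had a Spearman correlation of 0.33 across 24278 genes, which are not independent replicates, and 82.1% of the 4693 genes that differed in both had the same direction. The effects in container taproots of Dataset 1 had a Spearman correlation of 0.35 with those in container roots of Dataset 2 and of 0.17 with those in transplanted taproots, and 81.9% and 59.0% of the genes that differed in both had the same direction. Whether dieback acted differently under the 2 types of cultivation was tested in the long taproots of both zones (24 libraries, n = 3 per group). Of 26130 genes, 6957 had different effects, 3149 with a higher effect in transplanted taproots and 3808 with a lower one, while limma gave 3411 and 3025. With near-identical libraries merged into 12 units, 3 genes had different effects, all named after their values were seen. MSTRG.27196 had a higher effect in transplanted taproots, and MSTRG.34733 and MSTRG.4773 had a lower one. The result for MSTRG.27196 rests on expected counts, and its fall in transplanted against container taproots depended on the unit. In the elongation zone, MSTRG.132 was listed at 0 TPM in dying and at 11.5 ± 1.37 TPM in active container taproots, and at 24.3 ± 2.14 and 4.52 ± 6.82 TPM in dying and active transplanted ones (SD, n = 3 each; adjusted p for the difference in effects over both zones 0.0047 from edgeR, and 0.68 after merging). MSTRG.2656 was at 122 ± 1.56 TPM in dying and 53.5 ± 2.02 TPM in active container taproots of the same zone, and at 1.06 ± 0.313 and 178 ± 166 TPM in the transplanted ones (SD, n = 3 each; adjusted p for the difference in effects over both zones 2.6e-06 from edgeR, and 0.32 after merging). *WRKY* (difference in log2 effects 1.76, standard error 0.30), *ACO1* (0.70, 0.14) and *CERD* (0.56, 0.16) had higher effects in transplanted taproots, and 0 of them passed after merging, while 4 of the 9 RT-qPCR genes passed over all libraries with the adjustment over these genes alone. The paper states that its approach provided information on the molecular processes of root dieback.

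**Figure D5:**
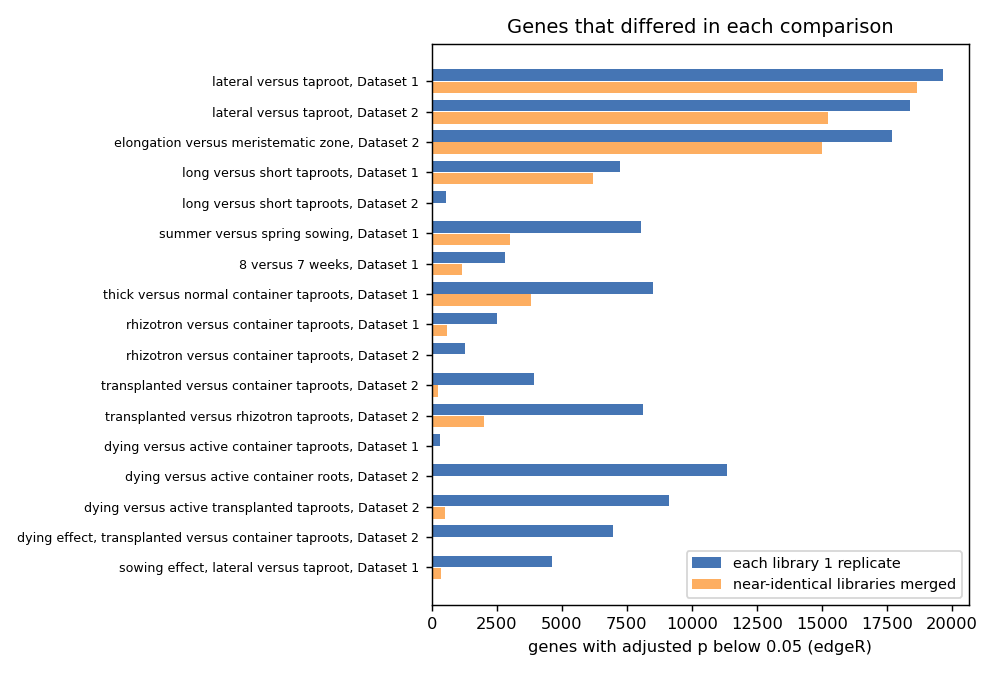
Number of genes with an adjusted p below 0.05 (edgeR) in each of the 17 comparisons, with every library taken as 1 replicate and with near-identical libraries merged. The counts of lateral against taproot tissue stay at 18660 and 15246 after merging, and those of dieback in Dataset 2 containers fall from 11367 to 3. Merging left 3 residual degrees of freedom in the latter, so that lost power may account for part of its fall.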

After sequencing and preliminary data analysis, data corresponding to coding RNAs and ncRNAs were deposited as raw sequences in the NCBI Gene Expression Omnibus (GEO) database, after which analysis-ready data were uploaded to the OakRootRNADB database. Supplementary Table S2 lists details of the data deposited in NCBI’s GEO and the OakRootRNADB.

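The expression data listed 35397 genes in every library. Of these, 27803 (78.5%) had at least 10 expected counts in all 3 libraries of at least 1 group, 26207 in Dataset 1 and 27126 in Dataset 2. In both datasets 25530 genes were detected in this way, 677 in Dataset 1 only and 1596 in Dataset 2 only. The criterion sets the count, since 32695 genes had at least 1 count in all 3 libraries of a group, 30640 had at least 10 counts in at least 1 library and 29975 had at least 1 TPM in all 3 libraries of a group. There were 271 genes without a count in any library. A single group had between 19147 and 22889 detected genes (median 21246), and 15445 genes were detected in every group.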

The final transcriptomes obtained after sequencing, filtering, assembly and analysis comprised 145 538 transcripts belonging to 35 397 genes. Additionally, 24 593 lncRNAs and 225 miRNAs (based on pre-miRNA) were identified in the dataset. This level of ncRNAs is expected for higher organisms, such as plants. The transcripts were evenly mapped to the reference genome. Transcript assembly was accomplished using the *ab initio* (reference-based) method. The statistics on the transcriptome assembly are presented in Table 3. Over 900 000 transcripts and proteins, including over 16 000 unique transcripts, were annotated to PFAM, KEGG and GO databases using BLASTX and BLASTP (Table 3).

**Table 3.** Summary of protein-coding transcripts deposited to date in OakRootRNADB and annotated using various open access databases

Public database	Number of annotated Differential Gene Expression (DEGs)
BLASTP	60 769
BLASTX	70 861
GO_BLAST	8490
GO_PFAM	305 261
KEGG	56 153
PFAM	150 302

The advantage of the *ab initio* approach is that it provides information pertaining to the localization of the transcripts, on paralogs and splicing forms, and exon-intron structure of genes. The downside of this approach is that some genes may be missing due to an incomplete genome. The transcript density on chromosomes was visualized using the karyoploteR library in the R environment (Figure 2). The shortest contours were omitted in the illustration to improve its clarity.

**Figure 2.**
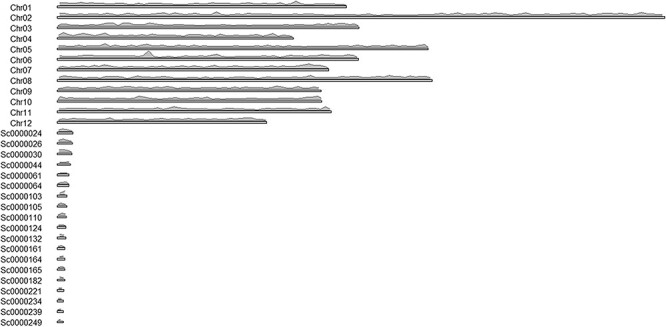
Distribution of transcripts on chromosomes.

A total of 5349 TFs were identified in the dataset, belonging to major TF families, such as C2H2, WD40-like, MYB-HB-like, AP2-EREBP, bHLH and others (Table 4). A total of 39 of the TFs have been identified as transcription regulators, belonging to the SAP and Homeodomain-LIKE families, and 316 of the TFs have been classified as CRs. The identification of the cellular localization indicated that the identified transcripts were potentially localized to the cytoplasm, nucleus, endoplasmic reticulum, extracellular and mitochondria.

**Table 4.** Transcripts identified as TFs

Family type	Number
C2H2	900
WD40-like	647
MYB-HB-like	328
AP2-EREBP	187
bHLH	164
C3H	149
Hap3/NF-YB	129
bZIP	126
GRAS	95
NAM	95
WRKY	90
Homobox-WOX	82
FAR	72
B3-Domain	53
HSF-type-DNA-binding	52
MYB/SANT	46
C2C2-CO-like	36
C2C2-Dof	33
AS2-LOB	31
MADS-MIKC	30
TCP	30
TIFY	29
SBP	28
MYB	27
ARF	26
C2C2-GATA	26
GRF	22
TUBBY	22
Homeodomain-TALE-KNOX	19
Homeodomain-TALE-BEL	18
GARP-G2-like	16
HD-ZIP	15
GAGA-Binding-like	13
Nin-like	13
BES/BZR	12
ZF-HD	12
CG1-CAMTA	11
Hap2/NF-YA	11
GeBP	10
E2F-DP	9
Znf-LSD	9
STY-LRP1	8
MADS-type1	6
RAV	6
ssDNA-binding-TF	6
C2C2-YABBY	4
EIL	4
S1Fa-like	2
MYB-related	1
STAT	1

#### Database organization

The OakRootRNADB database was designed with a user-friendly interface that allows one to view data directly in the database and download the data from the website in various formats. On the main page, there is a quick search (Search) of the deposited sequences (transcript, gene or miRNA). Below that, there is a description of the database which includes a description of the data contained in it (Datasets 1 and 2) and relevant information pertaining the project (Project). Information on all persons involved in the creation of OakRootRNADB (People), as well as project financing (Funding) and contact information for the corresponding author (Contact), is also provided. Accessing the main components of the database is possible using tabs located at the top of the main page. The tabs are labeled: Transcript, Gene, miRNA, BLAST and Download (Supplementary Figure S1).

A total of 72 769 records have been deposited in the transcript section that can be filtered by gene name, cellular localization, chromosome localization, strand, biotype (other or lncRNA), peptide, regulation or miRNA (if found). The Gene tab can be accessed directly from the Gene page through a hyperlink provided in the name of the gene. There is also a filter for annotation derived from the following databases: PFAM and KEGG (including the hierarchy), BLASTP and BLASTX (Symbol and Description). The Transcript name also includes a hyperlink to a page with more information about the transcript. In the Transcript tab, you can find more information about the transcript (Summary), the sequence of the transcript and the protein it encodes (if available), along with the ability to download the data in FASTA format. The Regulation tab provides the gene family to which the transcript belongs (if found) with a reference. The Expression tab provides information on the expression of the transcript in each of the sequenced libraries used to generate the database along with a legend. The data on transcript expression can also be downloaded in the form of a table. The Cross-ref tab provides annotation information from databases such as PFAM, PFAM GO, BLASTP, BLASTX, BLAST GO and KEGG, along with hyperlinks to each database. If the transcript was a ncRNA transcript, the miRNA tab provides information on the miRNA (if found) with a hyperlink to the miRBase database. The Download tabs provide the ability to download the nucleotide or amino acid sequence in FASTA format and information on the expression level in the libraries used to generate the database (Figure 3).

**Figure 3.**
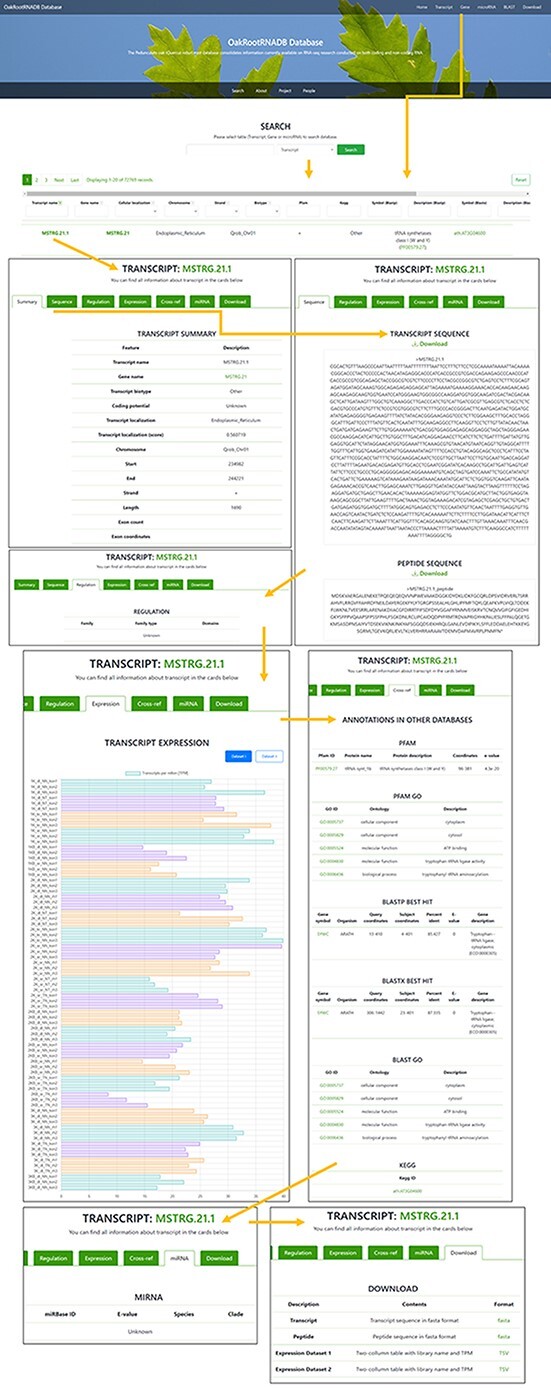
Screenshot of the information provided on the Transcript page of the OakRootRNADB.

In the Gene section, as in the Transcript section, the data can be filtered by chromosome, start and end, and strand. The Gene section contains 35 397 records, corresponding to the number of identified genes. Genes are also annotated to the following databases: BLASTP, BLASTX and PFAM. The gene name also contains a hyperlink to a page with more information about the gene (Summary) along with a hyperlink to the transcript. The Sequence tab provides the sequence of a gene and the protein it encodes in FASTA format, which can be downloaded. 

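In the gene-level values, libraries of a group were more alike than libraries of different groups. The median Spearman correlation of 2 libraries across the detected genes was 0.981 within groups and 0.906 between groups of Dataset 1, a difference of 0.0750. In Dataset 2 the medians were 0.995 and 0.933, a difference of 0.0616. A permutation test that shuffled the group labels of the libraries 100000 times gave p = 1e-05 in each dataset, the smallest it can give, and it treats near-identical libraries as independent. For 58 of the 75 libraries of Dataset 1 and 77 of the 90 libraries of Dataset 2, the most similar library was of the same group. MSTRG.21, the gene of the transcript shown in Fig. 3, was at 31.2 ± 7.54 TPM over the libraries of Dataset 1 (SD, n = 75). Its group means in Dataset 1 ran from 19.2 ± 1.03 TPM (SD, n = 3) in thick lateral roots of medium length from the rhizotron to 43.5 ± 3.46 TPM (SD, n = 3) in short container taproots harvested at 8 weeks. In the lowest group 3 other genes held 42.7% of the expected counts, which lowers the TPM of the rest. The expected counts of MSTRG.21 in Dataset 1 lay between 419.7 and 1153 per library.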

The Expression tab displays information on the level of gene expression in each of the libraries used to construct the database, along with the legend. The data on gene expression can also be retrieved as a table. The Download tab allows one to quickly download the nucleotide sequence of all the gene transcripts or the amino acid sequence for the proteins encoded by the transcripts in a FASTA format, as well as the expression level of the deposited transcripts (Supplementary Figure S2).

Two hundred twenty-five records were deposited in the miRNA section, based on the number of miRNAs that were identified (based on pre-miRNA). The list of identified miRNAs can be searched by sequence identifier (miRNA), RNA sequence (Transcript name and Gene name), *E*-value, Species and Clade. A hyperlink is provided in the miRNA identifier to the miRBase database where detailed information about a given miRNA in other organisms can be found. This part of the database is the least comprehensive due to the limited data obtained in our miRNA analysis (Supplementary Figure S3).

In the BLAST section, it is possible to conduct a BLAST query by sequence with the option to set specific BLAST parameters. The Download tab allows one to download in FASTA format any of the data contained in the database, including sequences of transcripts with annotations, CDSs of peptides, sequences of pre-miRNA and sequences of lncRNA (Figure 4).

**Figure 4.**
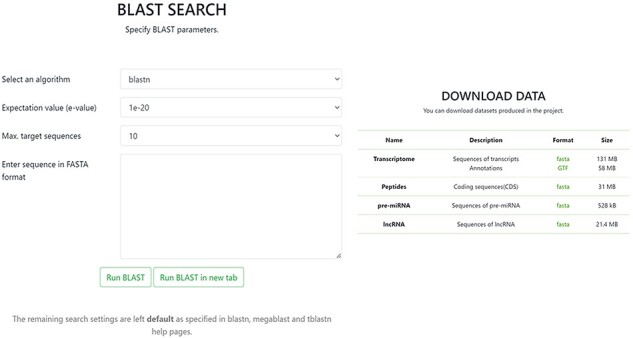
Screenshot of BLAST and Download pages in the OakRootRNADB.

In addition to its user-friendly interface, the OakRootRNADB database provides the ability to conduct a data analysis through the website directly or by downloading the data from the database. Hyperlinks to other annotated databases enable a sequence to be quickly identified. Each transition to other pages in the database or other databases is simply done by opening a new tab, which prevents readers from losing the visible information already obtained.

#### Validation of the RNA-seq results deposited in OakRootRNADB

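The spread of the RT-qPCR genes over the 55 groups was measured in mean TPM. For 8 of the 9 genes, the highest group mean was at least 10-fold above the lowest, both in TPM and in CPM with TMM factors. *CERD* was the exception and ran from 37.0 ± 6.10 TPM in short container taproots of Dataset 2 to 142 ± 1.78 TPM in summer-sown lateral roots (SD, n = 3 libraries each). *GERL1* had the highest mean of the 9, 2594 ± 80.0 TPM in thick and dying meristematic zones of transplanted seedlings, and its lowest was 0.413 ± 0.405 TPM in short container taproots at 8 weeks (SD, n = 3 each). The highest group means of the other genes were 648.8 ± 91.5 TPM for *GST*, 232 ± 29.1 for *ACO1*, 179.9 ± 17.6 for *ACO5*, 143.6 ± 26.5 for *PCC13*, 99.6 ± 67.4 for *WRKY*, 64.5 ± 2.85 for *PIN2* and 27.8 ± 2.78 for *G3OX* (TPM, SD, n = 3 each). Ranking the groups by TPM or by CPM gave nearly the same order, with a lowest Spearman correlation over the 9 genes of 0.971.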

We assessed the expression of 9 genes selected from 15 samples using RT-qPCR to validate the expression results obtained in the analysis of the RNA-seq data. Overall, the RT-qPCR analysis were similar to the results obtained in the RNA-seq analysis. Figure 5 illustrates the relationship between the RNA-seq and RT-qPCR data, showing the similarity between the data obtained in the two analyses. Figure 5A illustrates the level of correlation between the RNA-seq and RT-qPCR data, which exhibited and *R*^2^ = 0.86, and Figure 5B illustrates the similarity in expression levels of individual genes as determined from the RNA-seq data or the RT-qPCR data.

**Figure 5.**
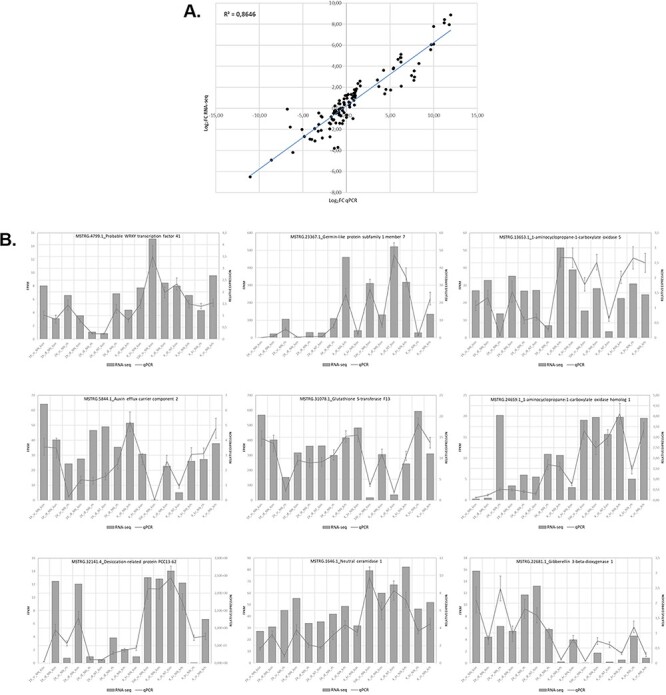
Relationship between levels of expression obtained by RNA-seq and RT-qPCR. (A) Log2 fold change in gene expression determined by plotting RNA-seq data against log2 fold change in gene expression assessed by qPCR. (B) Graphs showing similar trends in the expression levels of individual genes determined by RNA-seq and RT-qPCR analyses.

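Of the samples in Fig. 5B, 8 had a label that could be read and matched to a group of libraries. Values here are gene-level TPM (mean ± SD, n = 3 libraries per group), whereas the plots give FPKM, and the RT-qPCR values were not analysed here. Over these 8 groups *CERD* was highest in short transplanted taproots (110.5 ± 1.95 TPM) and lowest in short container taproots (37.0 ± 6.10 TPM). *G3OX* peaked in medium-length rhizotron taproots of Dataset 1 (12.7 ± 8.41 TPM) and was lowest in dying long container taproots (0.35 ± 0.10 TPM). The same dying group had the lowest levels of *GST* (49.6 ± 3.39 TPM), *PIN2* (6.93 ± 0.93 TPM) and *ACO5* (4.98 ± 0.28 TPM). *GST* was highest in short rhizotron taproots (613.7 ± 93.2 TPM), next to short container taproots (611.6 ± 34.4 TPM), a difference within the spread between libraries. *PIN2* (58.5 ± 8.49 TPM) and *ACO5* (49.4 ± 18.8 TPM) were highest in long transplanted taproots. *GERL1* ranged from 109 ± 81.7 TPM in short container taproots to 1024 ± 22.0 TPM in dying long container taproots. *ACO1* ranged from 13.2 ± 4.07 TPM in short container taproots to 84.4 ± 2.99 TPM in short transplanted taproots. *PCC13* was highest in active long container taproots (41.03 ± 1.36 TPM) and lowest in short container taproots (1.40 ± 0.77 TPM). *WRKY* covered the narrowest range, from 5.43 ± 0.18 TPM in short rhizotron taproots to 11.8 ± 0.88 TPM in medium-length transplanted taproots. The paper states that the trends of individual genes were similar between RNA-seq and RT-qPCR.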

## Discussion

### Suggested use of the data contained in the OakRootRNADB

The constructed database and web page user interface provide the ability to investigate in-depth the molecular mechanisms regulating postemergence taproot growth and similarities in gene expression and regulatory mechanisms in taproots roots versus lateral. It provides the ability to systematically analyze both CDS and non-CDS and to identify targets of soluble RNAs or miRNA. This information can provide essential knowledge on the molecular network regulating taproot and lateral development, determining the root architecture in pedunculate oak trees. The data available in OakRootRNADB can also be used by root research community to explore how the seedling root system of pedunculate oaks will respond to environmental cues. A comparison of the genes involved in root development in a long-lived, perennial tree species versus an annual plant, such as *Arabidopsis*, can help to determine how life cycle shapes the transcript profiles of roots. Our database provides a broad transcriptomic perspective that will enable biologists the function of specific genes in relation to other parameters (root type, season, etc.). The database will be extremely useful for researchers who want to predict root growth in tree nurseries and root response to water shortage.

### Conclusion

The constructed OakRootRNADB database is provided with a user-friendly and intuitive interface that provides the ability to analyze the RNA-seq data deposited in the database. We illustrate how to use the OakRootRNADB database and how it facilitates the analysis of both CDS and non-CDS involved in the regulation of taproot and lateral root growth. The OakRootRNADB database contains both CDS and non-CDS obtained from an RNA-seq analysis of pedunculate oak and enables one, for the first time, to obtain a broad picture of the genes involved in regulating the growth and development of a long-lived root system comprised of both a taproot and lateral roots. The database can be used as a starting point for research on mRNA and ncRNA associated with pedunculate oak, as well as other perennial plant species, especially trees.

## Supplementary Material

baac097_Supp Click here for additional data file.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s GEO (30) and are accessible through GEO Series accession number GSE181860 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181860).

How the deposited data were processed for this re-analysis (not part of the article)

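Gene-level RNA-seq values were obtained for *Q. robur* root libraries, 75 in Dataset 1 and 90 in Dataset 2, in 55 groups of 3 libraries numbered as biological replicates. Groups were taken from the sample codes, which give the harvest, the root part, the length, the morphology and vitality and the type of cultivation. The codes and the descriptions conflict for 2 groups, which were used by their codes, and the comparisons they enter were repeated without them.

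The authors trimmed the reads, removed reads that matched ribosomal RNA, mapped the rest to the *Q. robur* genome with STAR and assembled and merged transcripts with StringTie. The deposited expected counts were estimated by the authors with RSEM on Bowtie 2 alignments, with strandedness observed, and are neither normalized nor filtered. The deposited TPM values (transcripts scaled by library) come from the same estimates and are normalized to gene length and to the library. Expected counts were used for all tests, and TPM was used to describe expression levels. Transcript-level tables, FPKM and RT-qPCR values were not used here.

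Genes were counted as detected with at least 10 expected counts in all 3 libraries of a group. The median library held 22351942 expected counts in Dataset 1 and 30569090 in Dataset 2. The distance between libraries was the coefficient of variation beyond counting noise, which was recovered with an error of at most 0.0174 on simulated counts.

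Differential expression was tested in 17 comparisons of matched groups, 2 of them interactions, with edgeR 4.0.16 in R 4.3.3. Expected counts were rounded to whole numbers, genes were filtered with filterByExpr on the cells of the design (minimum count of 10), and libraries were scaled by TMM factors. The quasi-likelihood test was run with the matched pair as covariate and without a block for replicate number, and p was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Log2 fold changes are those of the fitted model. Standard errors were derived from the test, as the log2 fold change divided by the square root of its F statistic. They are approximate, above all for genes near 0 counts in 1 arm. A fold change against an arm with at most 3 counts in every library was computed against 3 counts and given as a lower bound. The replicates were compared by Spearman correlation of log2 CPM with 100000 shuffles of the group labels, and the share of variance by class was the adjusted R-squared per gene. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these measures and the figures.

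The genes named are the 9 RT-qPCR genes, *UBQ*, *EF* and MSTRG.21 of Fig. 3, and for each comparison the gene that rose most and the gene that fell most. The latter were chosen among genes with an adjusted p under 0.05, an average of at least 5 log2 CPM or a mean of at least 10 TPM, and the same direction in every matched pair. Any other gene named was chosen after its values were seen, and the text says so. This rule, the comparisons, the tests and the alternatives were set before the data were examined, apart from 3 alternatives chosen after the data were seen. These are the merging of near-identical libraries, the repeat without the pair of groups whose libraries were near-identical across groups, and the repeat of the comparison of zones without the transplanted pair with conflicting labels.

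The alternatives were DESeq2 1.42.0, limma 3.58.1 on log2(TPM + 1), no TMM factors, no filter on low counts, a stricter filter (mean count of at least 50), a fold change of at least 2, a block for replicate number, all groups of a dataset in a single fit, and the omission of each replicate in turn. The alternatives for the other measures were a prior count of 0.1, log2(TPM + 1), library size without TMM factors and 100 in place of 500 nearest genes. Libraries with the same number were also swapped between the arms of a comparison, in 50 splits or in all 32 where there were no more. The tests were tested on simulated counts with known changes, in which edgeR's false calls made up 3.5% to 10.0% of all calls, those of DESeq2 11.7% to 17.4%, and limma on log2(TPM + 1) gave median estimates of 0.810 to 0.880 for a true change of 1. The simulated libraries were independent, so that these shares do not cover near-identical libraries.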

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

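The tests of the 3 abundant genes in thick lateral roots were chosen only after that result was seen.

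The effect of dieback on long taproots differed between transplanted and container seedlings in 6957 genes, which is a difference between groups found by an interaction test over both zones (24 libraries). Of 50 splits that swapped libraries of the same number between dying and active roots, 1 gave as many genes, the real split, and the highest of the others gave 5514. Merging near-identical libraries into 12 units left 3 genes, named after their values were seen. They were MSTRG.27196 (difference in log2 effects 3.85, adjusted p = 6.1e-04), MSTRG.34733 (-10.45, adjusted p = 0.0147) and MSTRG.4773 (-10.10, adjusted p = 0.0209). The value of MSTRG.27196 rests on expected counts, and its fall in transplanted against container taproots depended on the unit. On simulated counts with 1 library per unit the test recovered 13.1% of the changed genes in this layout. The simulated variation came from a fit that took near-identical libraries as separate, so that recovery with the real units may be lower. The mean library size of the groups differed by at most 1.184 times, 6630 genes passed without TMM factors, and the Spearman correlation of the difference in effects with effective gene length was 0.073 across genes. Library size and gene length were therefore not borne out as explanations, while a total that stays near its value without TMM factors does not rule out a few genes taking most of the counts. Near-identical libraries counted as separate replicates remain a candidate explanation for most of the 6957 genes, since 3 were left after merging. Merging also cut the residual degrees of freedom from 18 to 6, so that lost power may account for part of this fall. The pattern cannot be told apart from these explanations, although types of cultivation that act differently on dieback would give it as well.

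The effect of sowing date on long container roots differed between lateral roots and taproots in 4616 genes, again a difference between groups found by an interaction test (12 libraries). Of the 32 splits that swapped libraries of the same number between the harvests, 2 gave as many genes. The other split swapped all 3 libraries of the lateral roots, which turns the difference between the effects into their sum, and it gave 10078 genes. It therefore measures the shared effect of sowing date and not chance. Merging near-identical libraries into 8 units left 349 genes, of which 348 were among the 4616. On simulated counts with 1 library per unit, with the variation set in the same way, the test recovered 18.0% of the changed genes in this layout. The mean library size differed by at most 1.091 times between groups, 5149 genes passed without TMM factors, and the Spearman correlation with effective gene length was 0.096 across genes. Library size and gene length were not borne out as explanations. The total without TMM factors does not rule out a few genes taking most of the counts, since the directions moved from 2205 higher and 2411 lower to 3736 and 1413, although the 4616 genes were found with TMM factors in place. Near-identical libraries counted as separate replicates may account for genes beyond the 349, and so may lost power, since merging left 4 residual degrees of freedom in place of 8. The 349 passed with libraries under a coefficient of 0.05 merged, but libraries of these groups with coefficients from 0.0707 to 0.0743 were kept as separate units, so that a lack of separate replicates is not excluded for the 349 either. For these, a sowing effect that depends on the root type is a hypothesis, and it cannot be told apart from these explanations or from a difference between harvests, since each sowing date was 1 harvest.

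In thick lateral roots of medium length from the rhizotron, MSTRG.31997, MSTRG.34873 and MSTRG.22495 together held 42.7% of the expected counts (SD 4.49, n = 3 libraries), a signal in genes that the paper does not discuss. These genes were chosen after their values were seen. The share was 9.96% (SD 9.26, n = 3) in the normal roots of the same length and cultivation, and at most 19.3% in any other library. If a single aberrant library were behind it, MSTRG.31997 would be high in 1 library, but it held at least 17.0% in each of the 3 libraries and at most 3.66% in every other library. The coefficients between the 3 libraries were 0.0550, 0.0653 and 0.0806. A lack of separate replicates is thus not excluded, and neither is an aberrant sample shared by the 3 libraries. If thick morphology were behind it in every type of root and cultivation, the gene would rise in each of the 4 other thick against normal pairs of Dataset 1, which edgeR compared pair by pair (n = 3 libraries per group), but it rose with an adjusted p under 0.05 in 1 of them. That pair was long rhizotron taproots (log2 fold change 1.39), where the 3 genes together held 9.67% of the counts in thick and 3.31% in normal roots. The log2 fold change was 0.60 in medium-length container taproots, -3.51 in long container taproots and -2.44 in container lateral roots, and it was -1.45 over both pairs of container taproots (adjusted p = 0.16). In 3 of these 4 pairs, all but the medium-length container taproots, the thick libraries were near-identical and form 1 unit, so that edgeR took 1 unit for 3 replicates and the pairs decide nothing on their own. In Dataset 2 the 3 genes held 7.33% (SD 1.76, n = 3) in thick and dying lateral roots of transplanted seedlings, which have no normal counterpart of the same length, and at most 5.05% in any other lateral library. The thick and dying taproots held 2.15% in the rhizotron (0.40% in normal ones) and 1.13% (SD 0.382, n = 3) in transplanted seedlings. Normal taproots of transplanted seedlings held 4.45% in 1 library and 0.126% and 0.143% in the others, and thick elongation zones held 0.68% when dying and 0.40% when active. Dying taproots that were not thick also held more than active ones in every matched pair of Dataset 2. In the elongation zone of long transplanted taproots the share was 4.82% when dying and 0.90% when active. Dying container lateral roots held less than active ones, 1.21% against 2.33%. An effect of thick morphology that depends on the type of root or cultivation remains possible, but the shares of thick and dying roots do not separate it from dying. Contamination or carry-over of another kind of RNA could not be examined by the identity of the genes, since the tables name 0 of the 3. The 3 libraries of normal, medium-length transplanted taproots were near-identical, yet their shares ran from 0.126% to 4.45%. Near-identical replicates 2 and 3 of active long container lateral roots of Dataset 2 held 5.05% and 1.06%. In the near-identical libraries of thick, long container taproots the shares lay between 0.533% and 0.558%. The share can thus move apart from other genes, as carry-over would allow, but this does not decide the cause. The pattern cannot be told apart from contamination, from a shared aberrant sample or from an effect of thick morphology of this kind. No other biological explanation was tested.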

How the results depend on the processing

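The merging of near-identical libraries, the repeat without the pair of groups that were near-identical to each other and the repeat of the comparison of zones without the pair with conflicting labels were chosen only after the data were seen, and the other alternatives given here were set before the data were examined. Counts below are genes with an adjusted p under 0.05, and the cause was not tested where a count changed, unless stated.

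Without TMM factors and without a filter on low counts, all 17 counts stayed within 1.5 times the reported ones. With a stricter filter the exception was dying against active container taproots of Dataset 1, with 169 genes. DESeq2 gave 1719 genes for long against short taproots and 2466 for rhizotron against container taproots, both in Dataset 2, and 2422 for dying against active container taproots of Dataset 1. Its false calls on simulated counts were also more frequent. limma on log2(TPM + 1) gave 353 genes for long against short taproots of Dataset 2, 4560 for 8 against 7 weeks, 825 for rhizotron against container taproots of Dataset 2 and 517 for dying against active container taproots of Dataset 1.

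A required fold change of at least 2 reduced the counts of 16 comparisons by more than 1.5 times. It left 7848 genes for lateral roots against taproots in Dataset 1 and 6501 in Dataset 2, 3877 for the elongation zone, 2767 and 213 for long against short taproots in Datasets 1 and 2, 2390 for sowing date, 1136 for 8 against 7 weeks and 3310 for thick taproots. It left 826 and 412 for rhizotron against container taproots in Datasets 1 and 2, 1327 and 2122 for transplanted against container and rhizotron taproots, 1955 and 3215 for dying container roots and transplanted taproots of Dataset 2, and 3376 and 2663 for the interactions of dieback and of sowing date.

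With near-identical libraries merged, the comparisons of lateral roots with taproots, of the zones and of length in Dataset 1 stayed within 1.5 times. The others fell to 0 genes for length in Dataset 2 (1669 with an unadjusted p under 0.05), 3018 for sowing date, 1173 for 8 against 7 weeks, 3819 for thick taproots, 569 and 5 for rhizotron against container in Datasets 1 and 2, 222 and 2007 for transplanted against container and rhizotron, 2, 3 and 496 for dying container taproots of Dataset 1, dying container roots and dying transplanted taproots of Dataset 2, and 3 and 349 for the interactions of dieback and of sowing date. The genes behind counts of 5 or fewer were chosen after their values were seen and are named with the comparisons. No gene that passed before and after merging changed its sign. Merging also lowered the residual degrees of freedom, from 14 to 3 for dying container roots of Dataset 2, so that lost power may account for part of a fall.

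A block for replicate number gave 16 genes for length in Dataset 2, 1129 and 400 for rhizotron against container in Datasets 1 and 2, 1511 and 4866 for transplanted against container and rhizotron, 4 for dying container taproots of Dataset 1 and 4559 for the interaction of dieback. The mean correlation between residuals of libraries with the same number lay within 0.1 of 0, except in dying container taproots of Dataset 1 (-0.117), so that these numbers gave little ground for a block. With all groups of a dataset in a single fit, the counts were 7343 for length in Dataset 2, 6387 for 8 against 7 weeks, 4046 and 4954 for rhizotron against container in Datasets 1 and 2, 11399 and 12461 for transplanted against container and rhizotron, 6694 for dying container taproots of Dataset 1, 13976 for dying transplanted taproots and 1251 for the interaction of sowing date.

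Without the pair of long taproots whose description gives short roots, length in Dataset 1 gave 4740 genes and dying container taproots of Dataset 1 gave 0 (1079 with an unadjusted p under 0.05). Without the pair that holds the libraries near-identical across groups, rhizotron against container in Dataset 1 gave 1340 genes and dying container taproots of Dataset 1 gave 5731. Without the transplanted pair whose description omits dying, dying transplanted taproots gave 4359 genes, and the log2 fold change of *GST* turned from -1.50 to 0.14 (adjusted p = 0.75).

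The fits that each left out 1 replicate gave from 17755 to 18356 genes for lateral roots against taproots in Dataset 1 and from 15765 to 16147 in Dataset 2, from 15181 to 16463 for the elongation zone, from 579 to 5433 and from 0 (2628 with an unadjusted p under 0.05) to 128 for length in Datasets 1 and 2, from 3706 to 7423 for sowing date, from 934 to 1606 for 8 against 7 weeks and from 3404 to 6145 for thick taproots. They gave from 172 to 2673 and from 42 to 436 for rhizotron against container in Datasets 1 and 2, from 771 to 1881 and from 2918 to 5849 for transplanted against container and rhizotron, from 0 (3087 with an unadjusted p under 0.05) to 87, from 6453 to 7514 and from 3708 to 6795 for dying container taproots of Dataset 1, dying container roots and dying transplanted taproots of Dataset 2, and from 2745 to 4730 and from 846 to 6676 for the interactions of dieback and of sowing date.

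Of 111 values of named genes, 54 kept their direction and their side of the threshold in every setting applied to them. The required fold change of at least 2 was counted for whole comparisons only and was not among these settings. The merging of near-identical libraries weakened 46 values past the threshold, a block 18, the single fit 9, limma 6, no TMM factors 2, no filter 2, DESeq2 1 and the stricter filter 1. Leaving out replicate 1, 2 or 3 weakened 20, 31 and 26 values past the threshold, and leaving out the pair described as short weakened 4, the pair whose description omits dying 3, the meristematic groups in the interaction of dieback 1 and the pair near-identical across groups 1. Reversed was 1 value, that of *GST* above. Scaling moved the balance of directions. The direction with more genes turned in 12 of the 17 comparisons with limma, in 10 of them also without TMM factors and in 4 with DESeq2, and the median log2 fold change of all genes rose by 0.158 without TMM factors and by 0.213 with limma for lateral roots against taproots in Dataset 2, and by 0.221 and 0.176 for the interaction of sowing date. The shift was 0.143 for length in Dataset 1 and 0.142 for thick taproots without TMM factors. With limma it was 0.101 for the elongation zone, 0.104 for length in Dataset 2, 0.101 for transplanted against container and 0.118 for dying transplanted taproots.

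On log2(TPM + 1), the root part explained 14.5% of the variance in Dataset 1 and 21.4% in Dataset 2, and morphology and vitality explained 3.95% in Dataset 1. With a prior count of 0.1 the values were 4.59% for morphology and vitality in Dataset 1 and 19.8% for the root part in Dataset 2. Among the 100 nearest genes, the share that varied less than *UBQ* was 1% over all libraries, 5% in Dataset 1 and 9% in Dataset 2, and for *EF* it was 22%, 45% and 22%. With library size without TMM factors it was 10.2% and 14.6% for *UBQ* in Datasets 1 and 2, and 39%, 49.4% and 39% for *EF*.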

Differences from the paper's values

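The numbers of libraries that the paper states for the datasets matched those found in the files.

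Fig. 5B shows *GERL1* lower in short rhizotron taproots of Dataset 2 than in medium-length rhizotron taproots of Dataset 1. Here the gene-level mean was higher in the former, 271.6 ± 197.2 TPM (libraries from 43.96 to 391.7) against 121.8 ± 82.3 TPM (SD, n = 3 each), a difference within the spread between libraries. Transcript-level FPKM, the unit of Fig. 5B, was not analysed here.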

Other observations

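The tests of a library used again, of uniform roots and of a shared expression state, given next, were chosen only after the results were seen.

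In 79 pairs of libraries from the same group (47.9%), the coefficient of variation beyond counting noise was under 0.05. Near-identical pairs had at most 1 gene with at least 200 counts in 1 library and at most 2 in the other, among 30250 genes not used to find them, while the other pairs had 0 to 72. Libraries of a near-identical pair made from the same RNA or the same pool of roots are a candidate explanation that this number does not decide, since 25 of the 86 other pairs also had 0. The same library used again with no more than counting noise was not borne out, since the observed variance was at least 1.38 times that of counting alone. This test covers counting noise only, so that a library sequenced again with other technical variance is not excluded. Uniform roots of a group cannot be ruled out for the 18 groups in which all 3 pairs were near-identical, whereas 23 groups held a near-identical pair and a library near-identical to neither. How the roots were pooled cannot be read from the labels, and no biological explanation beyond uniform roots was tested.

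Replicates 2 and 3 of dying long container taproots and of long rhizotron taproots, both from the second harvest of Dataset 1, were also close to each other. Of the 4 pairs across these groups, 3 had a coefficient of variation under 0.05 (0.0255, 0.0258 and 0.0374) and the fourth had 0.0515, and no other pair of groups in a dataset had one under 0.05. The highest number of genes with at least 200 counts in 1 library and at most 2 in the other was 0, which does not mark shared libraries, since 6 pairs of libraries from other groups with a coefficient under 0.1 also had 0. Mislabelled or shared libraries remain a candidate explanation. An expression state shared by these groups remains as well. Their replicates 1 differed by a coefficient of 0.366, but replicate 1 of the dying taproots lay as far from its own group (0.390 and 0.424), so that this comparison decides nothing. Replicate 1 of the rhizotron taproots lay about as far from dying replicates 2 and 3 (0.115 and 0.129) as from its own group (0.117 and 0.112). Dying replicates 2 and 3 thus lay with the rhizotron group and apart from dying replicate 1. These distances do not decide between the explanations.

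Other splits of the libraries were made by swapping libraries of the same number between the arms of each matched pair, which parts as many numbered pairs as the real split. With 50 splits each, only the real one (1 of 50) gave as many genes in the comparisons of lateral roots with taproots (highest of the others 6066 in Dataset 1 and 10049 in Dataset 2), of the zones (10200), of sowing date (3947), of 8 with 7 weeks (123), of rhizotron with container taproots (2056 in Dataset 1 and 1016 in Dataset 2), of transplanted with rhizotron taproots (3899) and of dying with active container roots of Dataset 2 (4653). With all 32 splits, only the real one (1 of 32) gave as many for length in Dataset 1 (highest of the others 1508), for thick taproots (2749) and for dying transplanted taproots (368). For length in Dataset 2, 3 of 50 splits gave as many genes, the others with 5327 and 6269, and for transplanted against container taproots 4 of 50 did, the others with 4154, 5963 and 4628. For length, both other splits swapped replicates 2 and 3 of the transplanted pair, and the count is not set apart from them. For transplanted against container taproots, the split with 5963 genes swapped all 3 libraries of the long pair and the split with 4154 all 3 of the short pair and 1 other. Swapping a whole pair measures a difference between pairs and not chance, but the split with 4628 genes swapped only replicates 2 and 3 of the long pair, and this count is not set apart from it either. For dying against active container taproots of Dataset 1, 2 of 32 splits gave as many, and the other one gave 5102 genes. It swapped replicates 2 and 3 of the second harvest, where the dying libraries are those close to rhizotron taproots. A split that swaps 1 of several near-identical libraries mixes different groups within an arm and raises the variance, so that the real split can stand apart whatever the number of separate units. Dieback in container roots of Dataset 2, where 11367 genes fell to 3 with 7 units after merging, is such a case, so that these splits, those of the interactions included, do not show that the libraries are separate replicates.

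Across the 24875 genes tested for both, which are not independent replicates, the log2 fold changes of summer against spring sowing and of 8 against 7 weeks had a Spearman correlation of -0.33. Of the 1147 genes that passed in both comparisons, 14.6% had the same direction. Both comparisons use libraries of the second harvest, in opposite arms. Across 23252 genes, the changes in thick and in dying container taproots of Dataset 1 had a Spearman correlation of 0.50, and 94.7% of the 169 genes that passed in both had the same direction.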
